# Dppa2 and Dppa4 directly regulate the Dux-driven zygotic transcriptional program

**DOI:** 10.1101/gad.321174.118

**Published:** 2019-02-01

**Authors:** Mélanie Eckersley-Maslin, Celia Alda-Catalinas, Marloes Blotenburg, Elisa Kreibich, Christel Krueger, Wolf Reik

**Keywords:** 2C-like cells, DNA methylation, Dppa2, Dppa4, Dux, Zscan4, embryonic stem cell, epigenetic, zygotic genome activation

## Abstract

The molecular regulation of zygotic genome activation (ZGA) in mammals remains an exciting area of research. Primed mouse embryonic stem cells contain a rare subset of “2C-like” cells that are epigenetically and transcriptionally similar to the two-cell embryo and thus represent an in vitro approximation for studying ZGA transcription regulation. Recently, the transcription factor Dux, expressed in the minor wave of ZGA, was described to activate many downstream ZGA transcripts. However, it remains unknown what upstream maternal factors initiate ZGA in either a Dux-dependent or Dux-independent manner. Here we performed a candidate-based overexpression screen, identifying, among others, developmental pluripotency-associated 2 (Dppa2) and Dppa4 as positive regulators of 2C-like cells and transcription of ZGA genes. In the germline, promoter DNA demethylation coincides with expression of Dppa2 and Dppa4, which remain expressed until embryonic day 7.5 (E7.5), when their promoters are remethylated. Furthermore, Dppa2 and Dppa4 are also expressed during induced pluripotent stem cell (iPSC) reprogramming at the time that 2C-like transcription transiently peaks. Through a combination of overexpression, knockdown, knockout, and rescue experiments together with transcriptional analyses, we show that Dppa2 and Dppa4 directly regulate the 2C-like cell population and associated transcripts, including Dux and the Zscan4 cluster. Importantly, we teased apart the molecular hierarchy in which the 2C-like transcriptional program is initiated and stabilized. Dppa2 and Dppa4 require Dux to initiate 2C-like transcription, suggesting that they act upstream by directly regulating Dux. Supporting this, ChIP-seq (chromatin immunoprecipitation [ChIP] combined with high-throughput sequencing) analysis revealed that Dppa2 and Dppa4 bind to the Dux promoter and gene body and drive its expression. Zscan4c is also able to induce 2C-like cells in wild-type cells but, in contrast to Dux, can no longer do so in Dppa2/4 double-knockout cells, suggesting that it may act to stabilize rather than drive the transcriptional network. Our findings suggest a model in which Dppa2/4 binding to the Dux promoter leads to Dux up-regulation and activation of the 2C-like transcriptional program, which is subsequently reinforced by Zscan4c.

## Abstract (precis)

In this study, Eckersley-Maslin et al. investigated the upstream maternal factors that initiate zygotic genome activation (ZGA) in either a Dux-dependent (a transcription factor expressed in the minor wave of ZGA) or Dux-independent manner. They performed a candidate-based overexpression screen, identifying developmental pluripotency-associated 2 (Dppa2) and Dppa4 as positive regulators of 2C-like cells and transcription of ZGA genes, and their results suggest that Dppa2/4 binding to the Dux promoter leads to Dux up-regulation and activation of the 2C-like transcriptional program, which is subsequently reinforced by Zscan4c.

Activation of transcription from the embryonic zygotic genome is a key concerted molecular and developmental event occurring in two waves at the one- to two-cell stage in mice and the four- to eight-cell stage in humans (for reviews, see Li et al. 2013; Jukam et al. 2017; Eckersley-Maslin et al. 2018; Svoboda 2018). Despite its importance, the precise molecular regulation of zygotic genome activation (ZGA) remains poorly understood. In particular, we still know little of the transcription factors and chromatin regulators that drive ZGA transcription and of their coordination. Recently, the transcription factor Dux was shown to bind and activate many such ZGA transcripts in an embryonic stem cell (ESC) model of ZGA and be required for correct preimplantation development (De Iaco et al. 2017; Hendrickson et al. 2017; Whiddon et al. 2017). However, Dux itself is expressed in only the first or minor wave of ZGA, and what regulates Dux remains unknown.

Mouse ESCs represent an ideal system to study the molecular mechanism governing ZGA. Under serum or primed culture conditions, ESCs are heterogeneous and contain a small percentage of cells that not only transiently express ZGA transcripts but also share certain epigenetic characteristics with the two-cell embryo (for reviews, see Ishiuchi and Torres-Padilla 2013; Eckersley-Maslin et al. 2018). These so-called “2C-like” ESCs can be easily identified using fluorescent reporters driven by the promoters of ZGA transcripts, such as the endogenous retrovirus MERVL or Zscan4 cluster (Zalzman et al. 2010; Macfarlan et al. 2012; Ishiuchi et al. 2015; Eckersley-Maslin et al. 2016). To date, repressors of the 2C-like state and ZGA gene transcription have been identified, including Kap1/Trim28 (Rowe et al. 2010; Macfarlan et al. 2011), the histone demethylase Lsd1/Kdm1a (Macfarlan et al. 2012), the histone chaperone Caf-1 (Ishiuchi et al. 2015), and the LINE1–nucleolin complex (Percharde et al. 2018), among others (Hisada et al. 2012; Maksakova et al. 2013; Schoorlemmer et al. 2014; Storm et al. 2014; Choi et al. 2017; Rodriguez-Terrones et al. 2017). However, aside from Dux, positive regulators that activate ZGA transcripts remain elusive.

Developmental pluripotency-associated 2 (Dppa2) and Dppa4 are small putative DNA-binding proteins expressed exclusively in preimplantation embryos, pluripotent cells, and the germline (Bortvin et al. 2003; Maldonado-Saldivia et al. 2007; Madan et al. 2009). These small proteins contain a DNA-binding SAP domain and a conserved histone-binding C-terminal domain (Maldonado-Saldivia et al. 2007; Masaki et al. 2010) and physically interact and localize to euchromatin (Masaki et al. 2007; Nakamura et al. 2011). Both single- and double-knockout ESCs retain expression of pluripotency markers and self-renewal (Madan et al. 2009; Nakamura et al. 2011), suggesting that these proteins are dispensable for stem cell pluripotency. Intriguingly, both single- and double-knockout mice survive early embryonic development only to develop lung and skeletal defects and perinatal lethality at a time when these genes are no longer expressed (Madan et al. 2009; Nakamura et al. 2011). This has led to suggestions that the proteins may be involved in epigenetic priming in early development; however, a role in preimplantation development or in regulating ZGA transcription has not been investigated.

In order to identify new positive regulators of ZGA transcription, we performed a screen in ESCs, identifying 12 chromatin and epigenetic factors that increase the percentage of 2C-like cells within a population. Among these were Dppa2 and Dppa4. We investigated the regulation of these two proteins, revealing that promoter DNA demethylation during the germline cycle coincides with their expression in vivo, including in the oocyte. Knockdown of either Dppa2 or Dppa4 reduces 2C-like cells as well as expression of ZGA transcripts. Furthermore, knockout of Dppa2 and/or Dppa4 is sufficient to completely abolish this cell population. Importantly, this phenotype can be restored upon re-expression of both Dppa2 and Dppa4 but not Zscan4c, confirming that these two proteins are necessary to activate expression of ZGA transcripts. Furthermore, we show that both Dppa2 and Dppa4 bind and activate Dux. Notably, Dux is required for Dppa2 and Dppa4 to activate the 2C-like state and ZGA transcription. Therefore, Dppa2 and Dppa4 act as master activators of a ZGA transcriptional program by directly regulating the ZGA transcription factor Dux.

## Results

### Candidate-based screen for epigenetic and chromatin regulators of ZGA using 2C-like ESCs

In mice, ZGA takes place in two waves: a minor wave that occurs predominantly at the paternal pronucleus in the zygote and a more substantial major wave that takes place in the two-cell embryo. Unfortunately, these stages of development are not easily manipulated on the scale required for high-throughput screens. To circumvent this, we took advantage of a spontaneously occurring rare subpopulation of primed mouse ESCs that express transcripts usually restricted to ZGA, including the MERVL endogenous retrovirus and Zscan4 cluster (Zalzman et al. 2010; Macfarlan et al. 2012; Ishiuchi et al. 2015; Eckersley-Maslin et al. 2016). These “2C-like” ESCs also share several epigenetic features with the two-cell embryo, including global DNA hypomethylation (Eckersley-Maslin et al. 2016; Dan et al. 2017), decondensed chromatin (Akiyama et al. 2015; Ishiuchi et al. 2015; Eckersley-Maslin et al. 2016), and increased histone mobility (Bošković et al. 2014).

We first performed an in silico screen for potential positive regulators by selecting epigenetic and chromatin regulators that are expressed in the oocyte and/or zygote (Fig. 1A,B; see the Materials and Methods). As a positive control, we included Zscan4c, which has been implicated previously in activating early embryonic genes in stem cells (Hirata et al. 2012; Amano et al. 2013). Candidate genes were individually cloned as GFP fusions and transiently transfected into ESCs containing a tdTomato fluorescent reporter driven by the MERVL promoter (Fig. 1A; Macfarlan et al. 2012; Eckersley-Maslin et al. 2016). The ability of the individual genes to promote an early embryonic gene signature was tested both by flow cytometry analysis of the MERVL::tdTomato reporter (Fig. 1C,D) and quantitative RT–PCR (qRT–PCR) of a panel of ZGA transcripts (Supplemental Fig. 1A). Of the 22 candidates investigated, 12 promoted a 2C-like state by both flow cytometry and qRT–PCR. Following Zscan4c, Dppa4 was the strongest-scoring screen candidate, with its closely related and interacting partner, Dppa2, also among the screen hits, leading us to investigate these two genes further. Importantly, analysis of an independent microarray data set (Nishiyama et al. 2009) in which the transcriptome of ESCs following transcription factor overexpression was assessed revealed that just two of the 50 factors investigated promoted an early embryonic transcriptome (Supplemental Fig. 1B). Of the two factors that did promote expression of ZGA transcripts, Gata3 was similarly identified in our candidate-based screen, indicating that our bioinformatic preselection of candidates enriched substantially for potential ZGA regulators.

**Figure 1.**
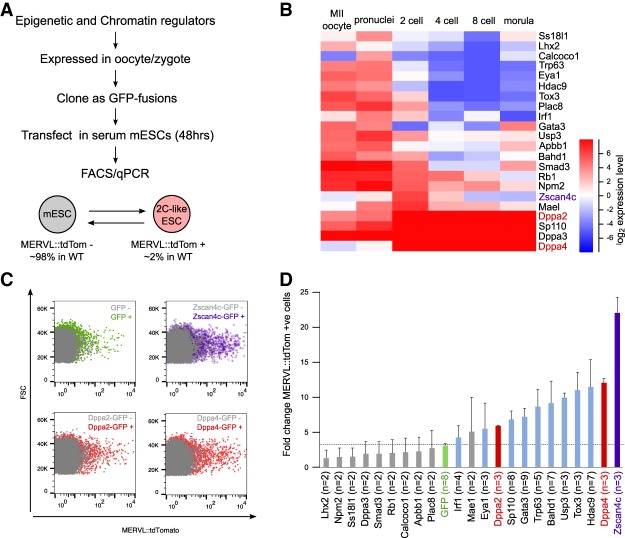
Screen for epigenetic and chromatin regulators of ZGA identifies Dppa2 and Dppa4 as potential regulators. (*A*) Overview of screen. Epigenetic and chromatin regulators expressed in oocytes and/or zygotes were cloned and transfected in serum ESCs for 48 h. Their ability to induce 2C-like transcription was measured by flow cytometry using the MERVL::tdTomato reporter and qRT–PCR on a panel of ZGA transcripts. (*B*) Heat map showing expression levels of factors screened in preimplantation embryos. Data are from Xue et al. (2013). (*C*) Representative flow cytometry plots showing levels of MERVL::tdTomato reporter (*X*-axis) following transfection of GFP (*top left*), Zscan4c-GFP (*top right*), Dppa2-GFP (*bottom left*), or Dppa4-GFP (*bottom right*) into ESCs. Untransfected cells are shown in gray, and transfected cells identified by GFP fluorescence are shown in the indicated color. (*D*) Expression of MERVL::tdTomato reporter following transfection of the corresponding GFP fusion constructs. The fold change between transfected GFP-positive cells over untransfected GFP-negative cells is shown. The GFP-only control is shown in green. Bars represent average plus standard deviation of at least two replicates. The number of replicates is denoted for each gene.

### Dppa2 and Dppa4 activate an early zygotic transcriptional network

To validate the 12 screen hits, we performed RNA sequencing (RNA-seq) of the GFP-positive and GFP-negative sorted cells following transient transfection of the relevant GFP fusion construct. Transcriptome analysis confirmed an up-regulation of 2C-like transcripts (Eckersley-Maslin et al. 2016) in the GFP-positive sorted cells compared with GFP-negative sorted controls (Fig. 2A; Supplemental Tables 1, 2). Consistently, the 12 screen hits also up-regulated genes that are similarly up-regulated following Dux overexpression (Hendrickson et al. 2017), Caf-1 knockdown (Ishiuchi et al. 2015), or LINE1 knockdown (Fig. 2B; Supplemental Fig. 2A; Percharde et al. 2018), indicating that the up-regulation of 2C-like transcripts is independent of how they are defined. To accurately determine transcript levels of Dux, we remapped the RNA-seq data to the Dux repeat sequence (see the Materials and Methods). Importantly, all 12 screen hits, including Zscan4c, Dppa2, and Dppa4, resulted in a significant up-regulation of Dux transcript (Fig. 2C). Interestingly, overexpression of Dux using a docycycline-inducible transgene induced expression of several of the screen hits, including the 2C-like genes Zscan4c and Sp110 as well as Dppa2 but not Dppa4 (Supplemental Fig. 2B). As all three of these genes are also up-regulated in 2C-like ESCs (Supplemental Fig. 2C), this could suggest that positive feedback loops act to reinforce the 2C-like state. Supporting this, analysis of published ChIP-seq (chromatin immunoprecipitation [ChIP] combined with high-throughput sequencing) data (Hendrickson et al. 2017) revealed Dux binding to the Dppa2 promoter (Supplemental Fig. 2D).

**Figure 2.**
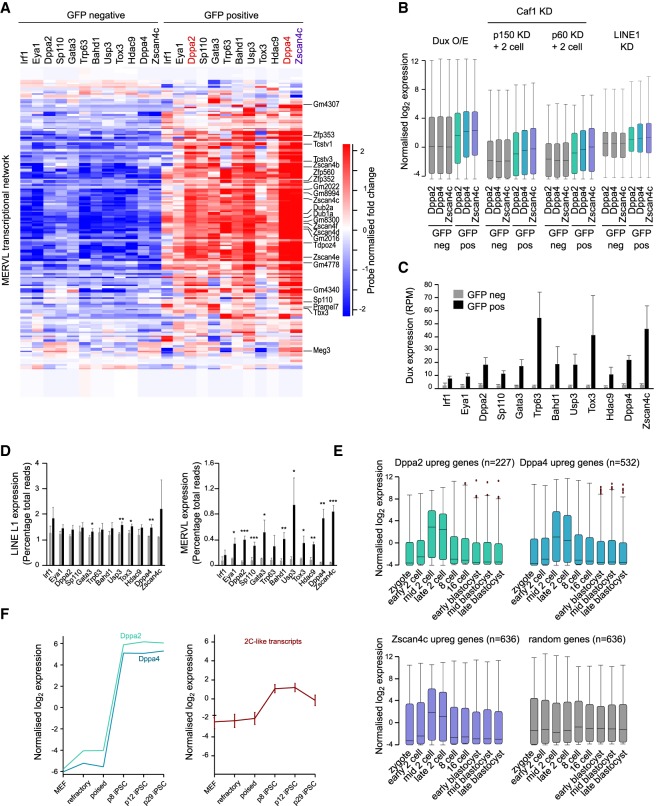
Transcriptome analysis reveals that Dppa2 and Dppa4 induce transcription of ZGA genes. (*A*) Heat map showing per-probe-normalized expression levels of ZGA transcripts expressed in 2C-like ESCs in GFP-negative (*left* set of columns) and transfected GFP-positive (*right* set of columns) sorted cells as measured by RNA-seq (three biological replicates per sample). The gene list is from Eckersley-Maslin et al. (2016). (*B*) Box and whisker plots showing expression of genes up-regulated by Dux overexpression (O/E) (data were reanalyzed from Hendrickson et al. 2017), Caf-1 p150 or p60 subunit knockdown (KD) and expressed in two-cell embryos (gene lists are from Ishiuchi et al. 2015), or LINE1 knockdown (gene list is from Percharde et al. 2018) in GFP-negative (gray) and GFP-positive (colored) cells following transfection of Dppa2-GFP (green), Dppa4-GFP (blue), or Zscan4c-GFP (purple). (*C*) Expression levels in RPM of the transcription factor Dux determined by RNA-seq in GFP-negative sorted (gray) and GFP-positive sorted (black) cells following transfection of the corresponding GFP-tagged constructs denoted *below* each pair of bars. Bars represent average plus standard deviation of three biological replicates. (*D*) Expression levels of LINE L1 elements (*left*) and MERVL elements (*right*) determined by RNA-seq in GFP-negative sorted (gray) and GFP-positive sorted (black) cells following transfection of the corresponding GFP-tagged constructs denoted *below* each pair of bars. Bars represent average plus standard deviation of at least three biological replicates. Differences are statistically significant. (*) *P*-value < 0.05; (**) *P*-value < 0.01; (***) *P*-value < 0.001, two-tailed homoscedastic *t*-test. (*E*) Expression patterns during preimplantation development of genes up-regulated by Dppa2 (green), Dppa4 (blue), Zscan4c (purple), or a random set of genes (gray). Preimplantation data are from Deng et al. (2014). (*F*) Expression patterns of Dppa2 and Dppa4 (*left*) and 2C-like transcripts (*right*) during induced pluripotent stem cell (iPSC) reprogramming. Data are reanalyzed from Milagre et al. (2017). (MEF) Mouse embryonic fibroblasts. Refractory (SSEA1^−^/Thy1^+^) and poised (SSEA1^+^/Thy1) stages correspond to fluorescence-activated cell sorting (FACS)-sorted cells at day 6, where passage 8 (p8; corresponding to day 21) and passage 12 (p12; corresponding to day 29) iPSCs represent intermediate–late stages of reprogramming, and passage 29 (p29; corresponding to day 60) iPSCs are fully reprogrammed.

One of the hallmarks of 2C-like ESCs and preimplantation embryos is the up-regulation of repetitive elements, including the MERVL endogenous retrovirus (Macfarlan et al. 2012; Akiyama et al. 2015; Ishiuchi et al. 2015; Eckersley-Maslin et al. 2016). We therefore examined the repetitive portion of the transcriptome. Sequencing data were remapped to the consensus sequence of specific repeat families implicated in early embryonic development (see the Materials and Methods). There was a mild up-regulation of LINE L1 elements and a large up-regulation of MERVL elements in the GFP-positive sorted cells compared with GFP-negative sorted controls (Fig. 2D). Dppa2 and Dppa4 overexpression was able to induce an eightfold and 14-fold increase in MERVL expression, respectively, consistent with the MERVL::tdTomato reporter activation in these cells. Other repeat families, including IAP, MaLR, and major satellites, remained unchanged (Supplemental Fig. 2E), illustrating the specificity of repeat up-regulation.

One-hundred-ninety-five genes, including the 2C-like transcripts, were similarly up-regulated by Dppa2, Dppa4, and Zscan4c (Supplemental Fig. 2F). In all cases, the transcripts up-regulated by Dppa2, Dppa4, Zscan4c, or other screen hits, including Bahd1, Eya1, Hdac9, and Sp110, were similarly up-regulated in the mid to late two-cell stage during embryogenesis (Fig. 2E; Supplemental Fig. 2G), confirming that these transcripts are activated during ZGA. Other screen candidates, such as Gata3, Irf1, Tox3, and Trp63, up-regulated not only 2C-like transcripts but also other non-ZGA transcriptional networks (Supplemental Fig. 2G; Supplemental Table 2).

To further support the role of Dppa2 and Dppa4 in promoting expression of 2C-like ESCs, we looked at their expression patterns during induced pluripotent stem cell (iPSC) reprogramming. Up-regulation of 2C-like transcripts at intermediate stages of iPSC reprogramming has been reported previously (Eckersley-Maslin et al. 2016; Zhao et al. 2018). Consistently, both Dppa2 and Dppa4 are expressed when the ZGA transcripts are up-regulated (Fig. 2F). In summary, Dppa2 and Dppa4 up-regulate an early embryonic transcriptional program.

### Early embryonic and germline expression of Dppa2 and Dppa4 is regulated by promoter DNA demethylation

Given the specific and restricted expression pattern of Dppa2 and Dppa4 in the germline and early embryo, we investigated the regulation of Dppa2 and Dppa4 in vivo. Primordial germ cells (PGCs) undergo a wave of DNA demethylation, which is then re-established in the mature gametes before a second wave of DNA demethylation takes place after fertilization in the preimplantation embryo (for reviews, see Lee et al. 2014; Eckersley-Maslin et al. 2018). Consistently, in both male and female PGCs, the *Dppa2/4* locus is demethylated (Fig. 3A; Supplemental Fig. 3A,B), which coincides with their expression in the gonads (Maldonado-Saldivia et al. 2007) and developing oocytes (Fig. 3B). In sperm and oocytes, there is a gain in DNA methylation across the locus; however, the promoters of both *Dppa2* and *Dppa4* remain hypomethylated (Fig. 3A; Supplemental Fig. 3A). This is in contrast to 2C-like gene promoters that are more highly methylated compared with all gene promoters in sperm (Supplemental Fig. 3C). During preimplantation, there is a second wave of DNA demethylation across the entire *Dppa2/4* locus (Fig. 3A). After implantation, levels of DNA methylation, including at the promoter, increase dramatically, consistent with the rapid silencing of Dppa2 and Dppa4 (Fig. 3C). The promoters of *Dppa2* and *Dppa4* remain methylated across all somatic tissues in which Dppa2 and Dppa4 are not expressed (Supplemental Fig. 3D). To further investigate the link between promoter DNA methylation and Dppa2/4 expression, we investigated transcriptome data from embryonic day 8.5 (E8.5) embryos that lacked the de novo DNA methyltransferase Dnmt3b, which is primarily responsible for establishing DNA methylation at promoter regions (Auclair et al. 2014). Importantly, there was an increase in both Dppa2 and Dppa4 expression in Dnmt3b^−/−^ embryos at a time when they are usually completely silenced (Fig. 3D), supporting a role for promoter DNA methylation in repressing these two genes in vivo. In summary, the *Dppa2* and *Dppa4* genes are primarily regulated by global demethylation during germline and early embryo development, and their products are therefore present in the oocyte at fertilization.

**Figure 3.**
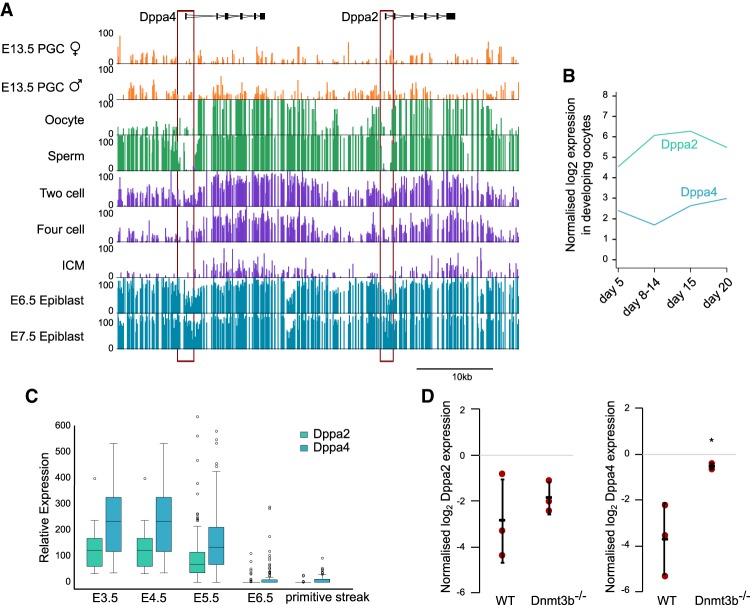
Expression of Dppa2 and Dppa4 coincides with promoter DNA hypomethylation. (*A*) Whole-genome bisulfite data showing the percentage of DNA methylation across the Dppa2/4 locus in male and female PGCs (orange), sperm and oocytes (green), two-cell and four-cell embryos, and inner cell mass (ICM) of blastocysts (purple), and E6.5 and E7.5 epiblast (blue). Gene structures are shown *above* tracks, and the approximate positions of DMRs are outlined in red boxes. Data were reanalyzed from Wang et al. (2014), except oocyte data, which are from Maenohara et al. (2017). (*B*) Expression levels of Dppa2 (green) and Dppa4 (blue) in nongrowing oocytes (postpartum day 5), growing oocytes (postpartum days 8–14 and 15), and fully-grown oocytes (postpartum day 20). Data were reanalyzed from Veselovska et al. (2015). (*C*) Expression levels of Dppa2 (green) and Dppa4 (blue) in single cells derived from E3.5, E4.5, E5.5, and E6.5 embryos and primitive streak. Data were reanalyzed from Mohammed et al. (2017). (*D*) Expression levels of Dppa2 (*left*) and Dppa4 (*right*) in wild-type (WT) and Dnmt3b^−/−^ embryos. Bars represent average ± standard deviation, and red dots indicate individual data points. (*) *P*-value < 0.05. Data were reanalyzed from Auclair et al. (2014).

### Reducing levels of Dppa2 and Dppa4 leads to a reduction in 2C-like cells and Dux transcription

To test their necessity for ZGA transcripts expression, we first performed Dppa2 and Dppa4 knockdowns in MERVL::tdTomato/ Zscan4c::eGFP reporter serum ESCs (Eckersley-Maslin et al. 2016). Expression of either reporter accurately labels 2C-like cells (Zalzman et al. 2010; Macfarlan et al. 2012; Eckersley-Maslin et al. 2016). Cells were transfected with either control, Dppa2, or Dppa4 targeting siRNAs for 4 d, achieving 92% and 74% knockdown efficiency at the mRNA level, respectively (Supplemental Fig. 4A). This corresponded to 94% and 85% reduction in protein levels for Dppa2 and Dppa4, respectively (Fig. 4A,B). Interestingly, depletion of Dppa4 protein also reduced Dppa2 protein levels by 73% (Fig. 4A,B) despite mRNA levels remaining the same (Supplemental Fig. 4A), potentially due to protein destabilization. Dppa2 siRNA also led to a 22% reduction in Dppa4 protein levels (Fig. 4A,B). Analysis of the MERVL::tdTomato/ Zscan4c::eGFP reporters by flow cytometry revealed a dramatic depletion of the 2C-like ESC population (Fig. 4C), which was consistently reflected in the expression of selected ZGA transcripts, including Dux, by qRT–PCR, while pluripotency markers remained unchanged (Supplemental Fig. 4B). 

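RNA from E14 mouse ESCs grown in serum and LIF was sequenced in 9 libraries, with 3 libraries each from cells treated with control, Dppa2, or Dppa4 siRNA. The siRNAs were used at 50 nM, and cells were collected after 4 d. Libraries were made from polyadenylated RNA that had been treated with DNase, and are called A, B, and C within each treatment. The authors trimmed the reads, mapped them to the GRCm38 assembly, quantitated them strand-specifically on mRNA probes in SeqMonk, and deposited normalized log2 expression values for 25965 genes. The estimated number of reads on genes, in Mreads, was 19.4 to 40.2 per library in control siRNA cells (median 24.1), 16.8 to 25.4 in Dppa2 siRNA cells (median 19.6), and 20.6 to 28.5 in Dppa4 siRNA cells (median 27.5). Where a value rests on few reads, intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. Differences between treatments were fitted to the deposited log2 values of all 9 libraries with limma, with an intensity trend and Benjamini-Hochberg adjustment over the 14601 genes that had a log2 value above -2 in at least 3 libraries. High-confidence genes had an adjusted p below 0.05 and also passed an intensity difference filter. limma took the place of DESeq2, which the authors used, because DESeq2 needs whole reads, and these were inferred for only part of the genes. Changes are given as log2 differences from control siRNA, positive where the knockdown is higher.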

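The targeted transcripts were examined first in each library. Dppa2 (ENSMUSG00000072419) lies on chromosome 16 from 48310477 to 48319723. Its log2 expression was 7.12 ± 0.17 (SD, n = 3) with control siRNA, 3.64 ± 0.25 (SD, n = 3) with Dppa2 siRNA, and 7.07 ± 0.09 (SD, n = 3) with Dppa4 siRNA. On the linear scale Dppa2 siRNA reduced the transcript by 91.0% ± 1.55 (SD, n = 3), with the libraries between 89.5% and 92.6%. limma gave a log2 change of -3.49 (SE 0.14, adjusted p = 2.1e-05), which stayed between -3.60 and -3.35 with each library left out in turn. Dppa4 (ENSMUSG00000058550) lies on the same chromosome from 48283735 to 48294292, with log2 expression of 7.06 ± 0.05 (SD, n = 3), 7.12 ± 0.05 (SD, n = 3), and 6.13 ± 0.03 (SD, n = 3) with control, Dppa2, and Dppa4 siRNA. Dppa4 siRNA reduced it by 47.6% ± 1.21 (SD, n = 3), with the libraries between 46.5% and 48.9%. The log2 change from limma was -0.93 (SE 0.08, adjusted p = 0.00028). Each siRNA left the other transcript near its control level, with a reduction of 3.35% ± 5.89 (SD, n = 3) for Dppa2 in Dppa4 siRNA cells (adjusted p = 0.921 from limma) and of -3.76% ± 3.46 (SD, n = 3) for Dppa4 in Dppa2 siRNA cells (adjusted p = 0.888 from limma). The sign of the first changed without control siRNA replicate A, to a log2 change of 0.02. That of the other became -0.01 after a correction for transcript length and GC content, chosen after the data were seen. Of the 50-base stretches of the annotated transcripts, 29.4% for Dppa2 and 36.4% for Dppa4 also occur in a gene at another annotated place, so the reads on those stretches are not specific to either gene. In all 9 libraries the targeted transcript was lowest in the libraries labelled with its siRNA.

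**Figure D1:**
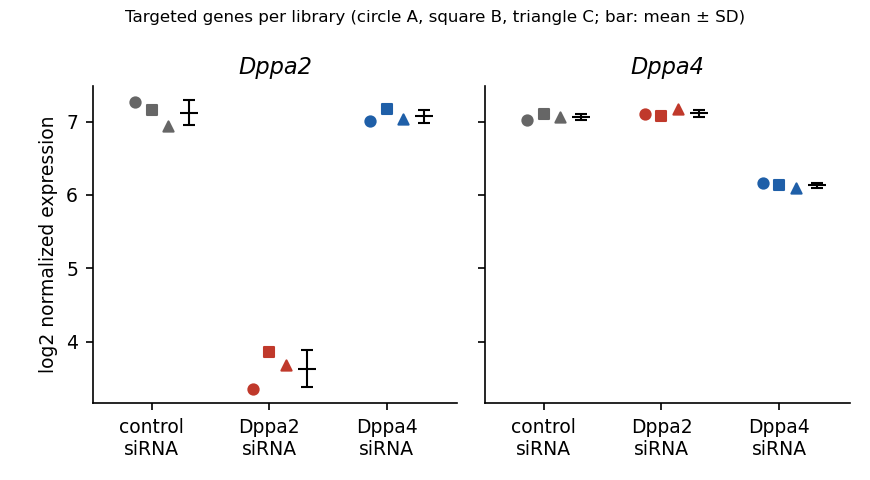
Log2 normalized expression of Dppa2 and Dppa4 (y axis) in each of the 9 libraries (x axis, by siRNA; circles A, squares B, triangles C), with bars for the mean and SD of 3 libraries. Dppa2 lies at 3.64 on average in Dppa2 siRNA cells and Dppa4 at 6.13 in Dppa4 siRNA cells, both below every library of the other siRNAs.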

To further investigate the transcriptional changes occurring after Dppa2 or Dppa4 knockdown, we performed RNA-seq. The majority of differentially expressed transcripts were down-regulated, overlapped with 2C-like transcripts (Fig. 4D), and were similarly deregulated between Dppa2 and Dppa4 knockdowns (Fig. 4E; Supplemental Tables 3, 4). In addition to ZGA transcripts, there was milder down-regulation of a second group of genes in the knockdown samples that contained many lineage markers such as the gametogenesis genes Syce1, Sohlh2, and Mael (Fig. 4D), consistent with knockout ESC studies (Madan et al. 2009). Thus, while Dppa2 and Dppa4 likely have additional roles, the largest changes in gene expression occurred at the 2C-like transcripts. 

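In Dppa2 siRNA cells 279 genes were high-confidence, of which 224 (80.3%) were lowered and 55 raised. In Dppa4 siRNA cells there were 284, with 230 (81.0%) lowered and 54 raised. A split of the control and Dppa2 siRNA libraries that mixed the treatments called 618 genes, more than the real split. For Dppa4 siRNA the highest other split called 0. The libraries of the first comparison thus hold a structure that is not the treatment, and its count is less certain. Of the settings tried, adjusting the p of the intensity difference filter gave the lowest totals, 92 and 73, and limma alone the highest, 502 and 502. Some counts rested on particular libraries. Without Dppa2 siRNA replicate C, 183 genes were high-confidence with Dppa2 siRNA. With Dppa4 siRNA the total was 164 without its replicate A and 149 without its replicate B, and the lowered genes were then 149 and 140. The count of raised genes was less stable. With Dppa2 siRNA it was 35, 36, and 33 without control siRNA replicates A, B, and C, 20 and 13 without Dppa2 siRNA replicates A and C, and 34, 30, and 36 without Dppa4 siRNA replicates A, B, and C. With Dppa4 siRNA it was 29 without control siRNA replicate A, 31 without Dppa2 siRNA replicate C, and 15, 9, and 26 without Dppa4 siRNA replicates A, B, and C. Both knockdowns called 182 genes, 160 lowered and 22 raised in both and 0 in opposite directions. Independent lists of these sizes would share 3.53 lowered and 0.203 raised genes. In 100 simulated sets of unchanged groups set against the same control libraries, the highest number of shared calls was 0. Across all tested genes, which are not independent replicates, the changes in the knockdowns had a Pearson r of 0.87 and a covariance of 0.363. The simulated groups had a median r of 0.49 (range -0.56 to 0.92) and a median covariance of 0.0320 (highest 0.295), and 73.7% of genes moved in the same direction against 67.8% of simulated ones. The 3 control libraries are too few to divide between the comparisons, so part of the excess may come from the shared controls. For the 160 genes lowered in both, the median log2 change was -3.61 with Dppa2 siRNA and -3.37 with Dppa4 siRNA. A further 97 genes were called with Dppa2 siRNA only and 102 with Dppa4 siRNA only. Leaving out Dppa2 and Dppa4, 277 of the 278 genes called with Dppa2 siRNA and 282 of the 283 called with Dppa4 siRNA had the same direction in the other knockdown.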

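The difference between the knockdowns was also tested itself. limma, comparing Dppa4 siRNA with Dppa2 siRNA, called 3 genes, and 987 genes had an unadjusted p below 0.05. They were Dppa2 (difference 3.43) and Dppa4 (difference -0.99), whose siRNAs differed, and 4930486L24Rik (ENSMUSG00000050345, chromosome 13 from 60842621 to 60864416). 4930486L24Rik had 33 to 87 reads per control library, 0 to 1 with Dppa2 siRNA, and 12 to 17 with Dppa4 siRNA. Its reads with Dppa2 siRNA were 1.68% of the control level (exact 95% interval 0.202% to 6.18%). limma gave a difference of 3.26 between the knockdowns (SE 0.31, adjusted p = 0.0106). Without Dppa4 siRNA replicate B or replicate C, the number of genes that differed was 1.

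Among high-confidence genes whose 3 knockdown libraries all lay above all 3 control libraries, the largest increases with Dppa2 siRNA were those of Gm13205 (3.07), Dlx4 (3.05), Heatr8 (2.26), BC006779 (1.54), and Fbxl8 (1.52). With Dppa4 siRNA they were those of Bhmt (3.51), Gcnt3 (2.13), Prr22 (1.97), BC006779 (1.55), and Itgam (1.54). Several rested on few reads. Gm13205 (ENSMUSG00000086606, an antisense gene on chromosome 4 from 148947492 to 148948914) had 1 to 15 reads per control library and 20 to 27 with Dppa2 siRNA (SE 0.50, adjusted p = 0.0107 from limma). Bhmt (ENSMUSG00000074768, chromosome 13 from 93616891 to 93637961) had 1 to 13 reads per control library and 27 to 38 with Dppa4 siRNA (SE 0.48, adjusted p = 0.00539 from limma). Prr22 (ENSMUSG00000090273, chromosome 17 from 56770276 to 56772134) rose in both knockdowns, by 1.49 with Dppa2 siRNA (adjusted p = 0.00243 from limma). Heatr8 (2.18), Gm13205 (2.28), and Dlx4 (2.20) with Dppa4 siRNA and Gcnt3 (1.80) with Dppa2 siRNA also passed limma's threshold. There they missed only the intensity difference filter, and Gm13205 and Dlx4 passed limma's threshold in 6 of 19 alternatives. Bhmt (2.00) and Itgam (1.22) with Dppa2 siRNA and Fbxl8 (1.22) with Dppa4 siRNA rose without passing limma's threshold. Heatr8, Prr22, Bhmt, and Gcnt3 passed limma's threshold under every alternative in which they were tested, in the knockdown where they were among the largest increases. The others did not. Fbxl8 passed it in 8 of 20 alternatives (adjusted p from 0.00483 to 0.155), Itgam in 11 of 20 (0.0116 to 0.14), and BC006779 in 13 of 20 with Dppa2 siRNA (0.00457 to 0.107) and 16 of 20 with Dppa4 siRNA (0.00491 to 0.113). Gm13205 passed it in 16 of 19 (0.0013 to 0.0591) and Dlx4 in 18 of 19 (0.00449 to 0.052).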

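Mael (ENSMUSG00000040629) lies on chromosome 1 from 166201385 to 166238744, Syce1 (ENSMUSG00000025480) on chromosome 7 from 140777229 to 140787854, and Sohlh2 (ENSMUSG00000027794) on chromosome 3 from 55182028 to 55209957. All are protein-coding, and 0% of their 50-base stretches occur in a gene at another annotated place. Mael had log2 expression of 3.82 ± 0.18 (SD, n = 3) in control siRNA cells, 1.91 ± 0.17 (SD, n = 3) with Dppa2 siRNA, and 2.36 ± 0.12 (SD, n = 3) with Dppa4 siRNA. It rested on 366 to 917 reads per control library, 86 to 103 with Dppa2 siRNA, and 130 to 203 with Dppa4 siRNA. In limma's test its change was -1.91 (SE 0.14, adjusted p = 0.00016) with Dppa2 siRNA and -1.46 (SE 0.14, adjusted p = 0.00072) with Dppa4 siRNA. Syce1 had values of 4.08 ± 0.43 (SD, n = 3), 2.01 ± 0.24 (SD, n = 3), and 2.603 ± 0.067 (SD, n = 3) in the same order. The changes of Syce1 from limma were -2.06 (SE 0.21, adjusted p = 0.00094) and -1.47 (SE 0.21, adjusted p = 0.0069). Sohlh2 had values of 3.68 ± 0.14 (SD, n = 3), 1.29 ± 0.37 (SD, n = 3), and 1.45 ± 0.17 (SD, n = 3), and changed by -2.39 (SE 0.20, adjusted p = 0.00024 from limma) and -2.23 (SE 0.20, adjusted p = 0.00039 from limma). Each of the 3 genes was lower in all 3 libraries of either knockdown than in all 3 control libraries, and its decrease was larger than the spread between replicates. With each library left out in turn, the changes of Mael stayed between -1.98 and -1.36, of Syce1 between -2.26 and -1.24, and of Sohlh2 between -2.54 and -2.14. All 3 remained past limma's threshold in both knockdowns under each of 20 alternatives, with adjusted p values up to 0.0413, for Syce1 in Dppa4 siRNA cells without Dppa4 siRNA replicate B.

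**Figure D2:**
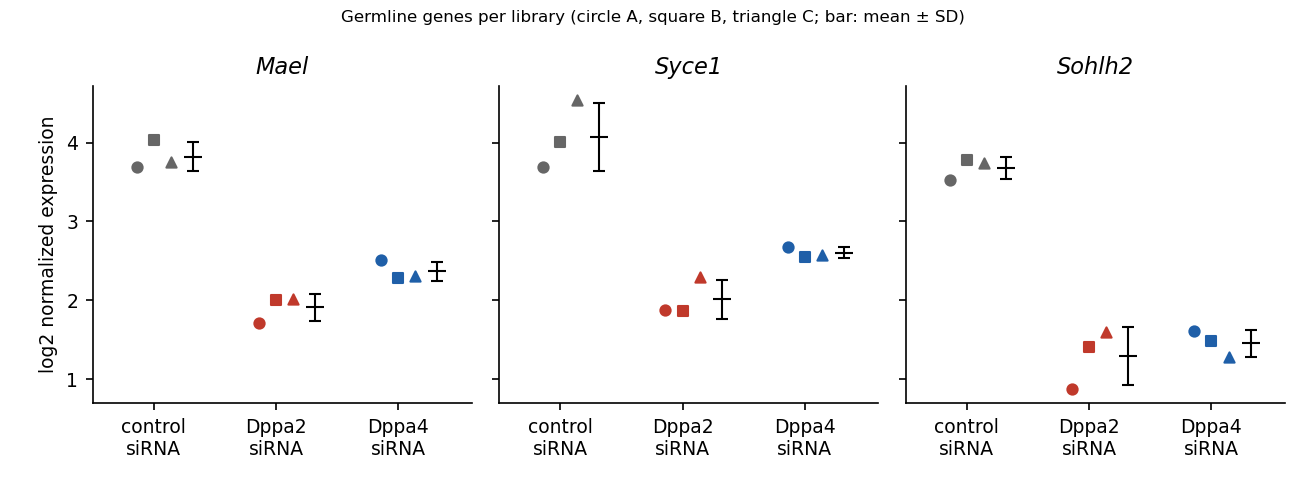
Log2 normalized expression of Mael, Syce1, and Sohlh2 (y axis) in each of the 9 libraries (x axis, by siRNA; circles A, squares B, triangles C), with bars for the mean and SD of 3 libraries. Every knockdown library lies below every control library for each of the 3 genes.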

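The sizes of the decreases were compared with a list standing in for the 2C-like transcripts, since the published 2C-like list was not used here. The stand-in holds the genes raised in at least 6 of the 10 overexpression comparisons that were at hand from Supplemental Table 2, and leaves out Dppa2 and Dppa4. Of the 223 genes lowered with Dppa2 siRNA other than the targeted genes, 70 were in the stand-in, with a median log2 change of -5.52 (quartiles -6.42 and -4.54), and 153 were outside it, with a median of -1.39 (quartiles -3.15 and -0.87). Of the 229 lowered with Dppa4 siRNA, 74 were in the stand-in, with a median of -5.43 (quartiles -6.51 and -4.18), and 155 were outside it, with a median of -1.21 (quartiles -2.66 and -0.81). A permutation test (100000 resamples, two-sided) of the difference in medians gave p = 1e-05 for each knockdown, the smallest that these resamples can give; it runs across genes, which are not independent replicates. With genes that had no reads in any library of a knockdown set to a floor of 3 reads per library, the medians in the stand-in were -4.76 and -5.02, and those outside it did not move. The 20 largest decreases of each knockdown were all in the stand-in. In all, 118 of the 223 and 127 of the 229 lowered genes were in the stand-in or the list of genes raised by Dppa2 or Dppa4 overexpression.

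Among high-confidence genes with all 3 knockdown libraries below all 3 control libraries, the largest decreases with Dppa2 siRNA were those of Gm5662 (-7.93), Gm2022 (-7.80), Gm12794 (-7.76), the Gm4301 copy on chromosome 10 at 100381670 (-7.63), and Gm8300 (-7.34). With Dppa4 siRNA they were those of Gm5662 (-7.79), Gm2016 (-7.57), CT485612.1 (-7.53), AC238940.3 (-7.49), and Zscan4d (-7.38). Names are those deposited. The annotation places the name Gm2016 where Gm5662 is listed (chromosome 12 from 87874072 to 87877859) and the name Gm5662 where Gm2016 is listed (chromosome 12 from 88270640 to 88274500). Gm5662 had 111 to 944 reads per control library and 1 read in all with Dppa2 siRNA, which is 0.0685% of the control level (exact 95% interval 0.00173% to 0.382%). With Dppa4 siRNA its 2 reads are 0.111% of that level (exact 95% interval 0.0134% to 0.400%). Gm12794 had 0 reads with Dppa2 siRNA against 205 to 476 per control library, at least 64.2-fold lower than control at a floor of 3 reads per library. Of the 50-base stretches of the Gm4301 copy, Gm2022, Gm5662, and Gm2016, 100%, 96.2%, 81.1%, and 78.0% also occur in a gene at another annotated place, so their reads are uncertain between copies. Gm12794 shares 47.0% and Gm8300 26.6%, and CT485612.1 and AC238940.3 were not searched.

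Zscan4c (ENSMUSG00000054272, chromosome 7 from 11005722 to 11010547) changed by -6.83 (SE 0.66, adjusted p = 0.00061 from limma) with Dppa2 siRNA and by -6.59 (SE 0.66, adjusted p = 0.00077 from limma) with Dppa4 siRNA, from 464 to 899 reads per control library to 1 to 8 and 3 to 6 reads. Its stretches are 85.7% shared, against 49.4% for Zscan4d and 91.5% for Zscan4e. Zscan4e had 0 reads with Dppa2 siRNA, at least 28.0-fold lower than control, and 0 to 3 reads per library with Dppa4 siRNA. Tmem92 (ENSMUSG00000075610, chromosome 11 from 94777217 to 94782703) shares 2.01% of its stretches and changed by -5.97 and -6.54, with 2 to 8 and 2 to 5 reads per knockdown library. Zfp352, which shares 6.95%, had 0.957% (exact 95% interval 0.115% to 3.49%) and 0.386% (0.00974% to 2.17%) of the control reads. Tcstv3 had 1.14% (0.235% to 3.37%) and 0.308% (0.00777% to 1.73%), and Dub1 had 0.212% (0.00535% to 1.18%) with Dppa2 siRNA and changed by -5.43 with Dppa4 siRNA. Gm8994 changed by -6.36 and -5.97. Gm8994, Tcstv3, and Dub1 share 49.2%, 31.5%, and 19.7% of their stretches, so part of their reads is uncertain between copies. The paper describes milder decreases in a second group of genes with many lineage markers, proposes that Dppa2 and Dppa4 have additional roles, and places the largest changes at the 2C-like transcripts.

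**Figure D3:**
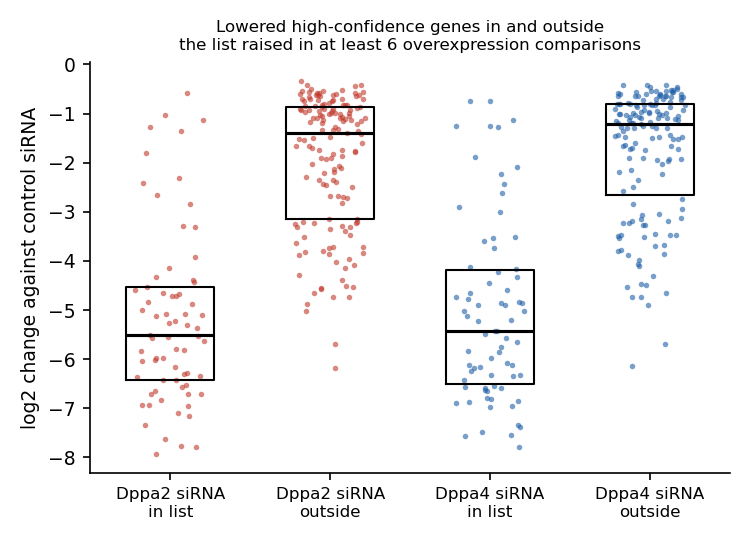
Log2 change against control siRNA (y axis) of the lowered high-confidence genes of each knockdown, in and outside the list raised in at least 6 overexpression comparisons (x axis); points are genes, boxes span the quartiles, and the line in each box is the median. With Dppa2 siRNA the medians are -5.52 in the list and -1.39 outside it.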

Analysis of the repetitive proportion of the genome revealed a down-regulation of LINE L1 and near absence of MERVL element expression (Fig. 4F). The down-regulated gene transcripts were expressed at the time of ZGA in preimplantation embryos (Fig. 4G). 

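The lists of genes raised by Dppa2 or Dppa4 overexpression were taken from Supplemental Table 2, whose cells are not those of the knockdowns; the lists from published data sets were not used here. Dppa2 and Dppa4 themselves were left out. Of the 227 genes raised by Dppa2 overexpression, 205 were tested. Their median log2 change was -1.82 with Dppa2 siRNA, where 199 were lower, and -1.64 with Dppa4 siRNA, where 190 were lower. Adjusted over the list alone, 152 genes passed limma's threshold in each knockdown, and adjusted over all genes tested, 126 and 123 did, all of them lower. The high-confidence lowered genes in the list numbered 102 and 107. Of the 531 genes raised by Dppa4 overexpression, 372 were tested. Their median change was -0.59 with Dppa2 siRNA (339 lower) and -0.58 with Dppa4 siRNA (321 lower). Adjusted over the list alone, 184 and 190 passed, and adjusted over all genes tested, 141 and 143, of which 141 and 142 were lower. For the 92 tested genes raised in at least 6 overexpression comparisons, the median change was -4.86 in both knockdowns, with 88 and 89 genes lower. Set to a floor of 3 reads per library where a knockdown had no reads, the medians were -3.53 and -4.52 for this list, -1.62 and -1.60 for the Dppa2 list, and did not move for the Dppa4 list. Tested genes outside the Dppa2 list had medians of 0.02 and 0.04.

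limma's camera, which compares a list with the other tested genes at a preset correlation of 0.01, gave p = 4.9e-98 and 6.5e-85 for the Dppa2 list, 7.7e-64 and 1.0e-54 for the Dppa4 list, and 8.0e-111 and 3.3e-102 for the list from at least 6 comparisons. The adjusted values over 10 such tests were at most 1.0e-54. All 6 remained past the threshold with the correlation estimated from the data, at p = 9.6e-06 and 1.5e-05, 8.8e-05 and 0.00014, and 1.5e-07 and 1.9e-07 in the same order. Of the settings tried, the pseudocount of 0.5 moved the median of the Dppa2 list most, to -0.98 with Dppa2 siRNA. In single libraries the median of the Dppa2 list was 1.69 to 1.88 in control siRNA cells, -1.12 to -0.66 with Dppa2 siRNA, and -0.94 to -0.83 with Dppa4 siRNA, a difference well beyond the spread between replicates.

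**Figure D4:**
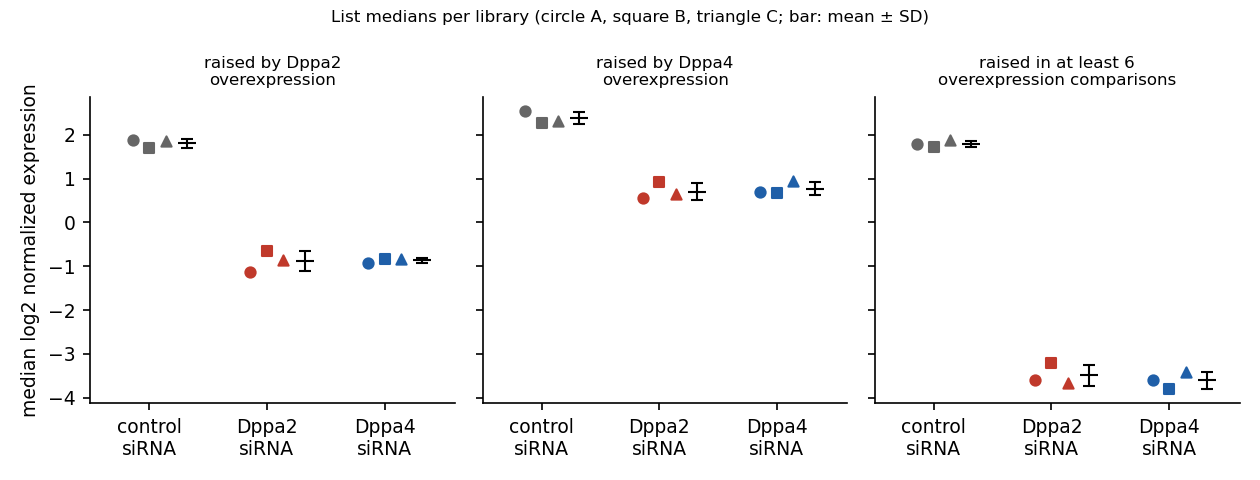
Median log2 normalized expression (y axis) in each library (x axis, by siRNA; circles A, squares B, triangles C) of the genes raised by Dppa2 overexpression, by Dppa4 overexpression, and in at least 6 overexpression comparisons, with bars for the mean and SD of 3 libraries. For the Dppa2 list the control libraries sit between 1.69 and 1.88 and the knockdown libraries between -1.12 and -0.66.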

Transcripts expressed in 2C-like ESCs (Eckersley-Maslin et al. 2016) as well as those that are up-regulated following Dppa2, Dppa4, or Dux overexpression (Hendrickson et al. 2017) or following CAF-1 (Ishiuchi et al. 2015) or LINE1 knockdown (Percharde et al. 2018) were all down-regulated following Dppa2 or Dppa4 knockdown (Supplemental Fig. 4C), indicating that the same set of ZGA transcripts is being regulated by Dppa2 and/or Dppa4 irrespective of how they are defined. Importantly, transcript levels of the Dux transcription factor were barely detected following Dppa2 and Dppa4 knockdown (Fig. 4H). Therefore, Dppa2 and Dppa4 knockdown results in a decrease in Dux expression, 2C-like transcripts, and cells in the 2C-like state.

**Figure 4.**
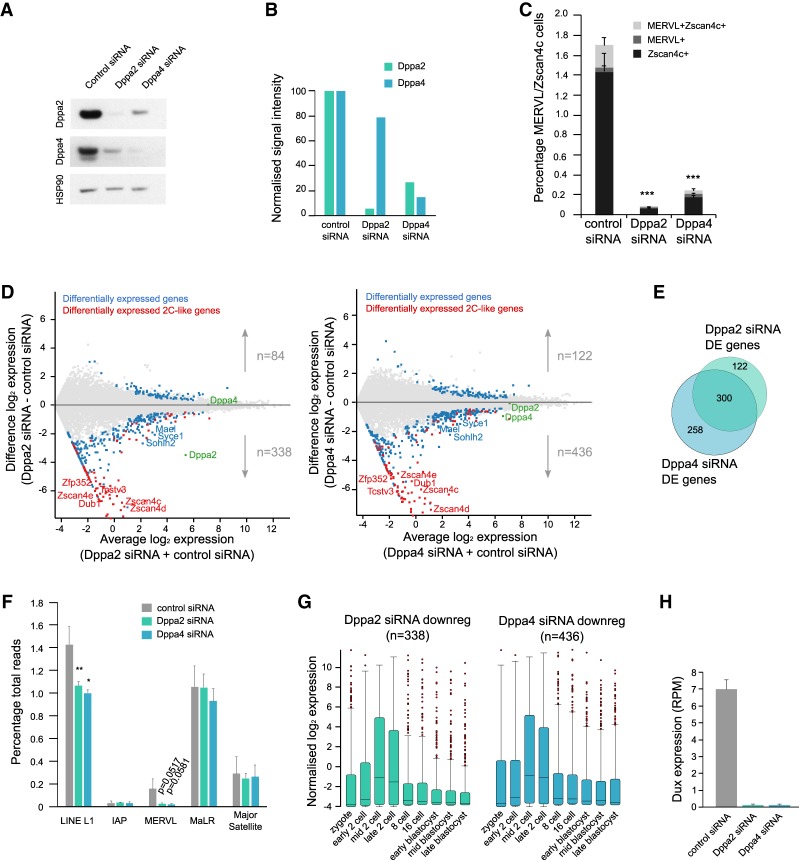
Knockdown of Dppa2 or Dppa4 reduces expression of ZGA transcripts. (*A*) Western blotting for Dppa2 (*top* row) and Dppa4 (*middle* row) following treatment with control (*left* column), Dppa2 (*middle* column), or Dppa4 (*right* column) siRNA. (*Bottom* row) HSP90 is shown as loading control. (*B*) Relative quantification of Western blotting normalized to HSP90 levels for each sample individually. (*C*) Flow cytometry analysis of reporter ESCs showing the percentage of 2C-like cells (Zscan4c^+^ and/or MERVL^+^) following treatment with either control or target siRNA. Error bars represent standard deviation of three to six biological replicates. Statistical analysis was done on total percentage of 2C-like cells (sum of Zscan4^+^, MERVL^+^, and Zscan4c^+^MERVL^+^ populations). (***) *P*-value < 0.001, two-tailed equal variance *t*-test. (*D*) MA plots showing average log_2_ expression versus difference in log_2_ expression for control siRNA and Dppa2 siRNA-treated (*left*) or Dppa4 siRNA-treated (*right*) ESCs analyzed by RNA-seq. Differentially expressed genes are highlighted in blue, and differentially expressed ZGA transcripts expressed in 2C-like ESCs are highlighted in red. Dppa2 and Dppa4 are indicated. (*E*) Overlap between differentially expressed (DE) genes following Dppa2 or Dppa4 siRNA treatment compared with control siRNA-treated cells. (*F*) Expression levels of various repeat classes in control siRNA-treated (gray), Dppa2 siRNA-treated (green), and Dppa4 siRNA-treated (blue) cells. Error bars represent average plus standard deviation of three biological replicates. Differences are statistically significant. (*) *P* < 0.05; (**) *P* < 0.01, two-tailed homoscedastic *t*-test. (*G*) Expression pattern of differentially down-regulated genes following Dppa2 siRNA treatment (green; *left*) or Dppa4 siRNA treatment (blue; *right*) during preimplantation development. Preimplantation data are from Deng et al. (2014). (*H*) Expression levels of Dux transcript in control siRNA-treated (gray), Dppa2 siRNA-treated (green), and Dppa4 siRNA-treated (blue) ESCs.

### Dppa2 and Dppa4 are both necessary for 2C-like transcript activation

To confirm that Dppa2 and Dppa4 are required for ZGA-like gene transcription, we generated single- and double-knockout ESCs deficient for Dppa2 and/or Dppa4 using CRISPR–Cas9 targeting in MERVL::tdTomato reporter cells. Knockout of either or both proteins was confirmed by Western blotting (Fig. 5A). Strikingly, flow cytometry analysis of the MERVL::tdTomato reporter revealed that both single- and double-knockout ESCs completely lacked the 2C-like subpopulation (Fig. 5B). Next, we performed RNA-seq to further investigate the transcriptional changes that occur following loss of Dppa2 and/or Dppa4 (see the Materials and Methods). We observed a dramatic depletion of 2C-like transcripts, including the Zscan4 cluster, Tcstv3, and Zfp352 (Fig. 5C; Supplemental Fig. 5A; Supplemental Tables 5, 6), consistent with the knockdown experiments. The absence of Zscan4c was validated at the protein level by Western blotting (Fig. 5A). Furthermore, expression of the ZGA transcription factor Dux (Fig. 5D) and MERVL endogenous retrovirus (Fig. 5E) was mostly absent in the knockout cells. Despite the loss of the 2C-like state, the cells retained mRNA and protein expression of the pluripotency markers Nanog and Oct4 (Supplemental Fig. 5A–C), grew at a similar rate, and were able to be passaged for >20 generations (data not shown), consistent with previous reports (Madan et al. 2009; Nakamura et al. 2011). Thus, these results indicate that the 2C-like state as well as Zscan4 protein expression are dispensable for sustained self-renewal in culture.

**Figure 5.**
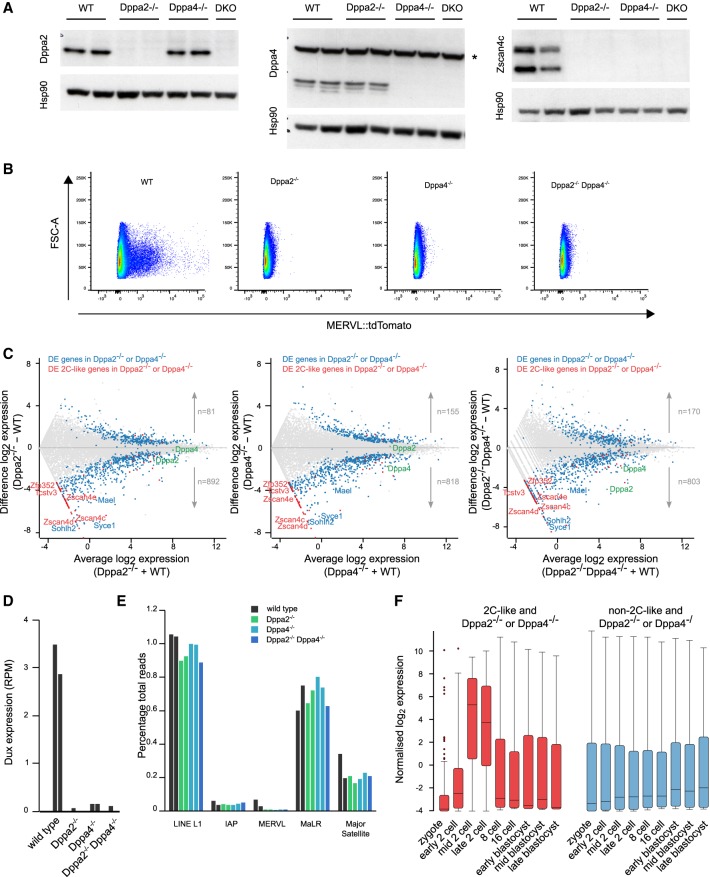
Knockout of Dppa2 and/or Dppa4 in ESCs abolishes 2C-like cells and ZGA transcript expression. (*A*) Western blotting for Dppa2 (*left*), Dppa4 (*middle*), and Zscan4c (*right*) in individual clones for wild-type (WT), Dppa2^−/−^, Dppa4^−/−^, and double Dppa2^−/−^ Dppa4^−/−^ (double knockout [DKO]) ESCs. Two clones are shown for wild type and single knockout, and one clone is shown for double knockout. Hsp90 was used as loading control. Note the presence of a nonspecific band (denoted by an asterisk) in the Dppa4 blot. (*B*) Flow cytometry plots showing expression of the MERVL::tdTomato reporter (*X*-axis) in wild-type (WT), Dppa2^−/−^, Dppa4^−/−^, and Dppa2^−/−^Dppa4^−/−^ double-knockout ESCs. (*C*) MA plots showing average log_2_ expression versus difference in log_2_ expression for wild-type (WT), Dppa2^−/−^ (*left*), Dppa4^−/−^ (*middle*), or Dppa2^−/−^Dppa4^−/−^ ESCs (*right*), analyzed by RNA-seq. Differentially expressed genes in either Dppa2^−/−^ or Dppa4^−/−^ ESCs are highlighted in blue, and differentially expressed ZGA transcripts expressed in 2C-like ESCs are highlighted in red. Dppa2 and Dppa4 are indicated. (*D*) Expression levels of Dux transcript in wild-type (WT), Dppa2^−/−^, Dppa4^−/−^, or Dppa2^−/−^Dppa4^−/−^ ESCs. (*E*) Expression levels of various repeat classes in wild-type (dark gray), Dppa2^−/−^ (green), Dppa4^−/−^ (light blue), and Dppa2^−/−^ Dppa4^−/−^ (dark blue) cells. (*F*) Expression patterns during preimplantation development of differentially expressed genes in either Dppa2^−/−^ or Dppa4^−/−^ ESCs and overlapping (red; *left*) or not overlapping (blue; *right*) 2C-like transcripts. Preimplantation data are from Deng et al. (2014).

The intersection of differentially expressed genes from either Dppa2^−/−^ or Dppa4^−/−^ ESCs was similarly deregulated in the Dppa2^−/−^Dppa4^−/−^ ESCs (Fig. 5C; Supplemental Fig. 5D), suggesting that the three genotypes are largely indistinguishable transcriptionally. Similar to the knockdown experiments, we also observed a second group of misregulated genes in the knockout ESCs that included many lineage-specific genes, including Mael, Syce1, and Sohlh2, consistent with previous findings (Madan et al. 2009). However, unlike the differentially expressed 2C-like transcripts, this second group of differentially expressed genes is not normally up-regulated at the time of ZGA during preimplantation development (Fig. 5F) and therefore likely represents a separate function of Dppa2 and Dppa4 outside of regulating 2C-like transcription. Interestingly, there were significant transcriptional differences between siRNA knockdown and CRISPR knockout approaches (Supplemental Fig. 5E,F). 

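The knockdown libraries were set beside the knockout ESCs through Supplemental Table 6, whose 973 genes and log2 values are the paper's; no knockout library was analysed here. Of these genes 927 were among the tested genes of the knockdowns. With Dppa2 siRNA, 76.5% of them moved in the same direction as the paper's values for Dppa2 knockout ESCs, and with Dppa4 siRNA 72.1% moved as in Dppa4 knockout ESCs. Across genes, which are not independent replicates, Spearman's rho between the log2 changes was 0.62 and 0.58, and Pearson's r was 0.63 and 0.61. Without control siRNA replicate A, the share for Dppa2 siRNA was 68.7% and its rho 0.532, and the share for Dppa4 siRNA was 66.6% and its rho 0.495. Of the genes lower in the paper's table, 434 of 589 were also lower with Dppa2 siRNA and 425 of 585 with Dppa4 siRNA. Of those higher in the table, 275 of 338 and 243 of 342 were also higher. Most genes of the table were not high-confidence in the knockdowns. Of 822 such genes with Dppa2 siRNA the median absolute change was 0.28, against 1.04 in the paper's table. Of 831 with Dppa4 siRNA it was 0.27 against 1.29. These genes were called in the knockout ESCs and not in the knockdown, a choice that favours smaller changes in the knockdown. The difference in size is therefore no evidence of a weaker response.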

While the majority of genes, including the 2C-like genes, Mael, Syce1, and Sohlh2, showed at least a trend toward down-regulation in both siRNA knockdown and CRISPR knockout, there were other genes that were up-regulated and down-regulated specifically in the knockout cells compared with siRNA knockdown and vice versa (Supplemental Fig. 5G–K). These genes may be sensitive to either the dosage of Dppa2/4 or the duration of Dppa2/4 depletion and thus may represent secondary adaptive effects of Dppa2/4 deletion. Despite these differences, the 2C-like genes were down-regulated by both approaches. Therefore, Dppa2 and Dppa4 are necessary for ZGA transcript expression in ESCs.

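Leaving out the targeted genes, 105 of the high-confidence genes of Dppa2 siRNA cells and 96 of those of Dppa4 siRNA cells are in the paper's table of knockout ESCs. All 105 and 94 of the 96 moved in the same direction in both approaches. Among these, 91 of 91 genes lowered with Dppa2 siRNA and 84 of 85 lowered with Dppa4 siRNA were lower in the table, and 14 of 14 and 10 of 11 raised genes were higher. Of the genes of the table that were not high-confidence in the knockdown, 604 with Dppa2 siRNA and 574 with Dppa4 siRNA moved in the same direction. In the paper's table Mael has values of -5.90 in Dppa2 knockout ESCs and -3.50 in Dppa4 knockout ESCs. Those of Syce1 are -7.80 and -5.75, and those of Sohlh2 are -7.00 and -6.72. All are lower than the changes found for these 3 genes with either siRNA. The genes lowered in the knockdowns that are in none of the lists used (raised by Dppa2 or Dppa4 overexpression, or in at least 6 comparisons) numbered 105 and 102. Of these, 39 and 33 are in the table, and 39 of 39 and 32 of 33 are lower there. Whether a gene differs between knockdown and knockout was not tested, since only mean values of the knockout ESCs were used here.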

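Of the genes raised in at least 6 overexpression comparisons, 43 are in the paper's table of knockout ESCs. With each siRNA, 42 of the 43 were lower in the knockdown and in the matching knockout. With a floor of 3 reads per library for those without reads in the knockdown (8 with Dppa2 siRNA and 2 with Dppa4 siRNA), their median log2 change was -5.80 and -6.08. The paper's values have no such floor, so the sizes of the changes were not compared. For Zscan4c the paper's values are -6.91 and -6.92. The table holds only genes that the paper calls differentially expressed in the knockout ESCs.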

Next, we performed rescue experiments in the double-knockout ESCs. Consistent with our initial screen, overexpression of Dppa4 and Dppa2 in wild-type cells (Supplemental Fig. 6A) up-regulated the 2C-like cell fraction by flow cytometry (Fig. 6A). Expression of 2C-like transcripts, including Dux (Fig. 6B), was increased. Overexpressing both Dppa2 and Dppa4 resulted in a larger up-regulation in 2C-like cells and associated transcripts than either one alone (Fig. 6A,B), consistent with them acting in a complex (Nakamura et al. 2011). Consistently, in Dppa2/Dppa4-null ESCs, Dppa2 was not able to induce the 2C-like state or associated transcripts, and Dppa4 alone led to only a modest increase. Moreover, overexpression of Zscan4c was not able to rescue the Dppa2/Dppa4 knockout phenotype (Supplemental Fig. 6B), suggesting that Zscan4c requires Dppa2 and Dppa4 to enhance the 2C-like cell state. Importantly, reintroduction of both Dppa2 and Dppa4 resulted in a substantial increase in the MERVL::tdTomato-positive cell fraction (Fig. 6A) and associated transcripts, including Dux (Fig. 6B). Therefore, Dppa2 and Dppa4 together drive the 2C-like cell state and ZGA-like transcriptional network.

**Figure 6.**
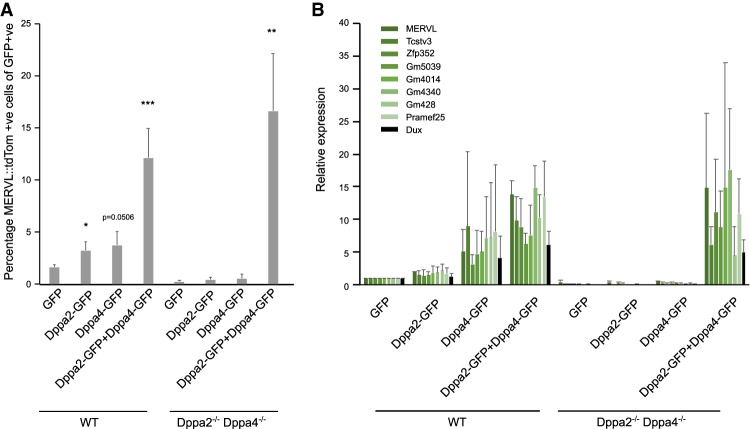
Rescue of Dppa2 and Dppa4 restores 2C-like cells and ZGA transcript expression. Rescue experiments in wild-type (WT; *left*) and Dppa2/4 double knockout (*right*) ESCs. Cells were transfected with GFP, Dppa2-GFP, Dppa4-GFP, or Dppa2-GFP with Dppa4-GFP constructs for 48 h. (*A*) Expression of the MERVL::tdTomato reporter as measured by flow cytometry. (*B*) Expression of ZGA transcripts as measured by qRT–PCR. Differences are statistically significant. (*) *P*-value < 0.5; (**) *P*-value < 0.01; (***) *P*-value < 0.001, homoscedastic two-tailed *t*-test. Error bars represent average plus standard deviation of three biological replicates.

### Dppa2 and Dppa4 directly bind and regulate the transcription factor Dux

Our results so far have revealed a role for Dppa2 and Dppa4 in regulating the 2C-like state and ZGA-like transcripts. Additionally, Dppa2 and Dppa4 are necessary and sufficient to regulate expression of the ZGA transcription factor Dux, which itself has been shown recently to regulate a similar ZGA transcriptional program (De Iaco et al. 2017; Hendrickson et al. 2017; Whiddon et al. 2017). To determine whether Dppa2 and Dppa4 act to regulate Dux directly or exert their effects through parallel pathways, we determined whether Dux is required for Dppa2 and Dppa4 to regulate the 2C-like transcripts. Wild-type and Dux knockout ESCs (De Iaco et al. 2017) were cultured in serum conditions and transfected with constructs containing Dppa2, Dppa4, or both Dppa2 and Dppa4 constructs simultaneously and compared with those receiving an empty vector (Supplemental Fig. 7A,B). While Dppa2 and/or Dppa4 were able to induce expression of the 2C-like transcripts in wild-type cells, this ability was abolished in Dux knockout cells (Fig. 7A). Therefore, Dux is required for the transcriptional effects exerted by Dppa2 and Dppa4.

**Figure 7.**
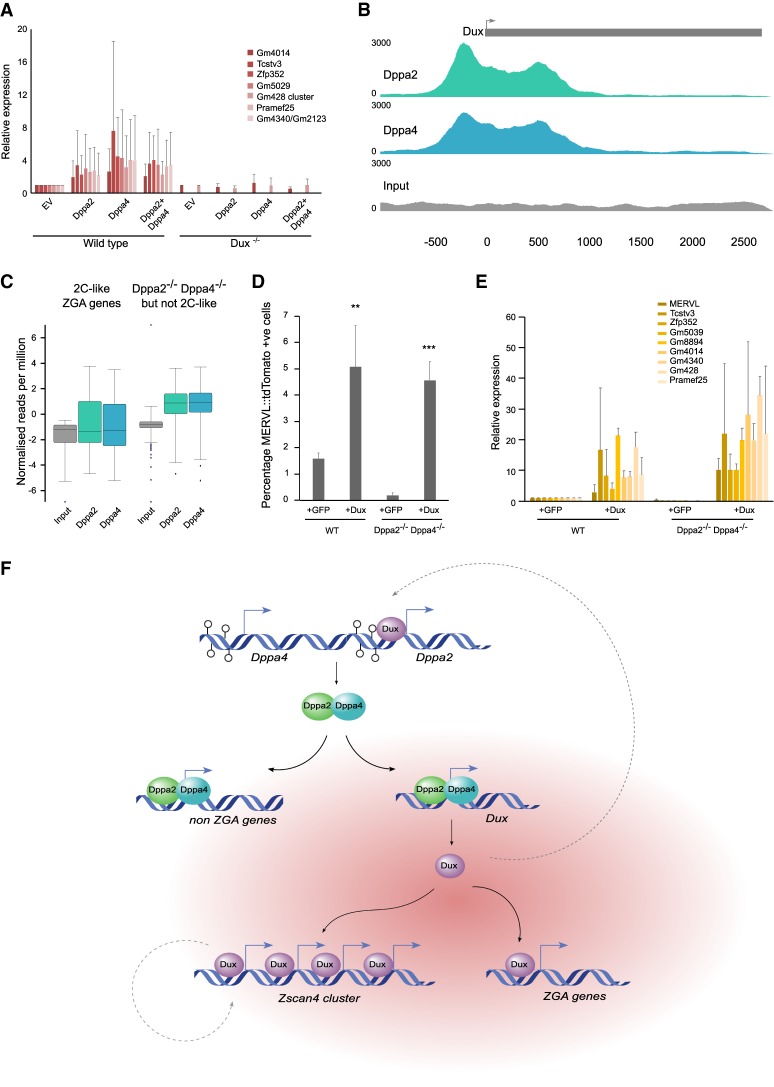
Dppa2 and Dppa4 bind and regulate Dux, which in turn is required to up-regulate ZGA transcripts. (*A*) qRT–PCR analysis of 2C-like transcripts following transient transfection of untagged Dppa2 and/or Dppa4 in wild-type (*left*) and Dux^−/−^ (*right*) ESCs, using transfection of an empty vector (EV) as a control. (*B*) ChIP-seq analysis of endogenous Dppa2 (green; *top*) and Dppa4 (blue; *middle*) binding to the Dux consensus sequence and promoter region. The Dux transcriptional unit is denoted in gray, and the scale represents base pairs relative to the transcriptional start site (TSS). (*Bottom* row) Input (gray) is shown. Data were reanalyzed from Hernandez et al. (2018). (*C*) Box and whisker plots showing enrichment of Dppa2 (green) and Dppa4 (blue) at differentially expressed genes following Dppa2 or Dppa4 knockdown that either overlap (*left*) or do not overlap (*right*) with 2C-like transcripts. Probes were made across TSSs (±500 base pairs [bp]), and normalized counts per million reads were determined and compared with control/input (gray). Data were reanalyzed from Hernandez et al. (2018). (*D*) Flow cytometry analysis of reporter ESCs showing the percentage of MERVL::tdTomato+ve 2C-like cells in wild-type (WT) or Dppa2^−/−^Dppa4^−/−^ ESCs transfected with Dux or GFP-positive sorted cells as a control. Error bars represent standard deviation of three biological replicates. Differences are statistically significant. (**) *P*-value < 0.01; (***) *P*-value < 0.001, two-tailed homoscedastic *t*-test. (*E*) qRT–PCR analysis of 2C-like transcripts in cells in wild-type or Dppa2^−/−^Dppa4^−/−^ ESCs transfected with Dux or GFP control. (*F*) Promoter DNA demethylation (open circles) enables expression of Dppa2 (green) and Dppa4 (blue), which bind to both non-ZGA genes and, under permissive conditions (red cloud), the ZGA transcription factor Dux, inducing its expression. Dux (purple) then binds and activates ZGA genes, including the Zscan4 cluster of genes. Dotted gray lines represent positive feedback loops.

Next, we analyzed published Dppa2 and Dppa4 ChIP-seq data (Engelen et al. 2015; Hernandez et al. 2018; Klein et al. 2018) to determine whether these proteins directly bind the Dux repeat (see the Materials and Methods). Importantly, we observed clear enrichment of Dppa2 and Dppa4 binding across the promoter and into the Dux transcript itself in E14 ESCs (Fig. 7B; Supplemental Fig. 7C). Furthermore, Dppa4 similarly bound to Dux in P19 embryonal carcinoma cells but not in 3T3 fibroblasts (Supplemental Fig. 7C). Thus, Dppa2 and Dppa4 directly bind to Dux in PSCs, consistent with when Dux is expressed. We next investigated whether Dppa2 and Dppa4 bind to other genes that are differentially expressed in Dppa2^−/−^ or Dppa4^−/−^ ESCs. There was a strong enrichment for both Dppa2 and Dppa4 at the promoters of the non-2C-like genes (Fig. 7C), including Syce1, Sohlh2, and Mael (Supplemental Fig. 7D–F), again confirming a separate role for Dppa2 and Dppa4 in regulating non-ZGA transcripts in ESCs. Importantly, Dppa2 and Dppa4 did not bind to the transcriptional start sites (TSSs) of other 2C-like transcripts (Fig. 7C), including the Zscan4 cluster, Gm428, and Dub1 (Supplemental Fig. 7G–I), which are direct targets of the Dux protein itself (Hendrickson et al. 2017).

Our results support a model in which Dppa2 and Dppa4 act by directly regulating levels of the Dux transcription factor, which in turns acts to bind and promote expression of a zygotic transcriptional program in ESCs. Therefore, expressing Dux in the absence of Dppa2 and Dppa4 should restore the 2C-like state and associated ZGA transcripts. To this end, we overexpressed Dux in the Dppa2^−/−^ Dppa4^−/−^ ESCs (Supplemental Fig. 7J). Indeed, flow cytometry analysis of the MERVL::tdTomato reporter revealed that Dux overexpression is able to induce the 2C-like state in both wild-type and Dppa2^−/−^Dppa4^−/−^ ESCs (Fig. 7D). Furthermore, expression of 2C-like transcripts was induced following Dux overexpression (Fig. 7E). Together, this suggests that Dux acts downstream from Dppa2 and Dppa4. In summary, Dppa2 and Dppa4 induce the 2C-like state and associated ZGA transcripts by directly binding and activating the ZGA transcription factor Dux, which is then able to bind and activate downstream 2C-like target genes.

## Discussion

Initiation of transcription of the zygotic genome is a critical step in embryogenesis. To understand its molecular regulation, we performed a screen for chromatin and epigenetic regulators of ZGA transcription using 2C-like ESCs as a model, identifying, among others, Dppa2 and Dppa4. Here, we propose a model in which promoter DNA demethylation during global epigenetic reprogramming enables expression of Dppa2 and Dppa4 in the germline and oocytes. Dppa2 and Dppa4 then directly bind and up-regulate both non-ZGA genes as well as, under permissive conditions such as chromatin decompaction, the ZGA transcription factor *Dux* (Fig. 7F). Dux is subsequently able to bind and activate downstream ZGA transcription, including the *Zscan4* cluster. Several feedback loops reinforce this system, including Zscan4-induced stabilization as well as Dux-induced up-regulation of *Dppa2*. Our study provides crucial insights into the molecular hierarchy that triggers ZGA transcription and links it with epigenetic reprogramming in the germline.

The existence of a 2C-like state in ESCs, while not the same as the two-cell embryo, represents a useful in vitro approximation for studying ZGA, making many molecular and screening-based studies possible. This state is characterized by an increase in chromatin mobility (Bošković et al. 2014), decondensed chromocenters (Akiyama et al. 2015; Ishiuchi et al. 2015), and increased chromatin accessibility (Eckersley-Maslin et al. 2016) and global DNA hypomethylation (Eckersley-Maslin et al. 2016; Dan et al. 2017). Consistently, depletion of factors involved in chromatin assembly (Ishiuchi et al. 2015) or treatment with inhibitors that ultimately induce chromatin decompaction (Macfarlan et al. 2012; Dan et al. 2015) increases the proportion of these cells in culture. Furthermore, knockdown or knockout of many repressive epigenetic regulators, including the histone demethylase Kdm1a (Macfarlan et al. 2011), histone methyltransferase Ehmt2 (Macfarlan et al. 2012), heterochromatin protein HP1 (Maksakova et al. 2013), and components of the PRC1.6 subcomplex (Rodriguez-Terrones et al. 2017) among others (Maksakova et al. 2013; Dan et al. 2014; Fujii et al. 2015; Rodriguez-Terrones et al. 2017), have also been shown to enhance the 2C-like state.

In PGCs, the promoters of *Dppa2* and *Dppa4* are demethylated, coinciding with their expression. They remain robustly expressed through preimplantation development, including at the time of ZGA, until the onset of gastrulation, when expression rapidly ceases and their promoters reacquire DNA methylation. Dppa2 is highly expressed in oocytes and zygotes prior to ZGA, and, while Dppa4 transcripts are less abundant, proteins for both Dppa2 and Dppa4 are readily detectable (Pfeiffer et al. 2011). Additionally, Dppa2 and Dppa4 are expressed at the time during iPSC reprogramming, when 2C-like transcripts are transiently expressed. It will be interesting to determine whether Dppa2/4-mediated passage through a 2C-like state is required for iPSC reprogramming. Importantly, Dppa2 and Dppa4 are homogeneously expressed across all ESCs, not just 2C-like cells (data reanalyzed from Eckersley-Maslin et al. 2016). However, this raises the question of why the ZGA genes are expressed in only a small subset of, but not all, ESCs. Activation of the 2C-like state is likely a multifaceted process requiring the presence of not only the upstream activators Dppa2 and Dppa4 but also chromatin decompaction and/or reduced expression of repressors such as Kap1 or PRC1 and their modifications. Once activated, factors such as Zscan4c may act to stabilize and prolong expression of the transcriptional program, which then requires repressors such as the LINE-1/Nucleolin complex (Percharde et al. 2018), NuRD, or Caf-1 (Ishiuchi et al. 2015; Campbell et al. 2018) to repress it once again. In this way, Dppa2 and Dppa4 regulate the entry into the 2C-like state during permissive conditions by directly activating the ZGA major transcription factor Dux, which subsequently activates the remainder of the ZGA transcripts in the cell.

In this study, we used Zscan4c as a positive control in the candidate-based screen. Zscan4c is one of a tandemly encoded family of zinc finger and SCAN domain-containing proteins that are expressed in early embryos and in 1%–5% of ESCs (Zalzman et al. 2010), including the rarer MERVL-positive 2C-like cells (Eckersley-Maslin et al. 2016; Rodriguez-Terrones et al. 2017). Zscan4c has been implicated as a positive regulator of 2C-like cells (Hirata et al. 2012; Amano et al. 2013), which we confirmed here. However, Zscan4c is unable to induce the 2C-like state or ZGA-like transcription in the absence of Dppa2, Dppa4, or Dux (data not shown). While it remains to be determined whether Zscan4c or other members of the Zscan4 cluster are necessary for ZGA transcription, our results suggest that Zscan4c may act to stabilize or reinforce the 2C-like state rather than induce it. Interestingly, as well as Zscan4c, Sp110 is also up-regulated in 2C-like cells and following Dux overexpression and was also identified in our screen as a positive regulator of the 2C-like state. It will be interesting to see whether it may also act as a reinforcer of the 2C-like state in ESCs.

By bioinformatically preselecting candidates based on their expression pattern and gene ontology, we were able to enrich for 2C-like regulators in our candidate-based screen. It will be exciting to follow up on the other screen hits to determine whether they may be part of a larger mechanism working either in parallel or together with Dppa2 and Dppa4 to regulate this crucial developmental progression. Interestingly, consistent with a previous report (Huang et al. 2017), the Dppa family member Dppa3 (also known as Stella or Pgc7) was not able to induce the 2C-like state despite activating MERVL elements in embryos (Huang et al. 2017). This may be explained by cofactors present in the oocyte but absent in ESCs and required for Dppa3 function and/or differences in chromatin structure.

Dppa2 and Dppa4 physically interact and bind to euchromatin in PSCs (Nakamura et al. 2011; Klein et al. 2018). Here, we show that Dppa2 and Dppa4 are regulated by DNA methylation and are necessary to induce an early embryonic transcriptional network by directly binding and regulating the ZGA transcription factor Dux in ESCs. Given the high perinatal lethality in the knockout and maternal stores of Dppa2 and Dppa4, it has not yet been possible to investigate whether Dppa2 and/or Dppa4 are required for ZGA in vivo. However, rare surviving Dppa4 knockout females have impaired fertility, yet germ cell development appears unaltered (Madan et al. 2009), suggesting potential important roles for this protein in preimplantation development. Furthermore, Dux knockdown in vivo results in impaired early embryonic development and defective ZGA (De Iaco et al. 2017). Moreover, injection of a dominant-negative form of Dppa2 lacking the SAP domain into zygotes induces two-cell arrest (Hu et al. 2010), suggesting that our results showing that Dppa2 and Dppa4 regulate the ZGA transcriptional network in ESCs may also apply to embryos.

In summary, in this study, we performed a candidate-based screen to identify epigenetic and chromatin regulators of the 2C-like state and ZGA transcriptional program. Among these were Dppa2 and Dppa4, which act together to bind and up-regulate the ZGA transcription factor Dux, among other non-ZGA targets. Depleting Dppa2 and Dppa4 levels reduces the 2C-like population and ZGA transcription, which can be restored by reintroducing either both Dppa2 and Dppa4 together or the downstream factor Dux. In conclusion, our findings reveal important insights into the molecular mechanisms regulating ZGA transcription.

## Materials and methods

### Gateway cloning

Sequence-verified cDNA sequences lacking stop codons were amplified from plasmids purchased from Thermo Fisher using primers containing AttB1 and AttB2 sequences and cloned into the pDONR221 vector. Gateway cloning was then used to transfer the cDNA sequences into an in-house-built pDEST vector containing a CAG promoter and an in-frame C-terminal eGFP-coding sequence and blasticidin resistance by IRES fusion. Expression plasmids were sequence-verified by Sanger sequencing prior to use and are available on request.

### Cell culture and flow cytometry

E14 mouse ESCs were grown under standard serum/LIF conditions (DMEM, 4,500 mg/L glucose, 4 mM L-glutamine, 110 mg/L sodium pyruvate, 15% fetal bovine serum, 1 U/mL penicillin, 1 mg/mL streptomycin, 0.1 mM nonessential amino acids, 50 mM b-mercaptoethanol, 10^3^ U/mL LIF). Single-MERVL::tdTomato and double-MERVL::tdTomato/Zscan4c::eGFP reporter cell lines were described in Eckersley-Maslin et al. (2016), and Dux knockout cells were described in De Iaco et al. (2017). Transfections were performed using Lipofectamine on preplated cells in six-well or 10-cm plate formats. Flow cytometry analysis was performed using BD LSR Fortessa, and sorts were performed on a BD Aria III or BD Influx high-speed cell sorter. siRNA transfections were performed by transfecting Dharmacon siRNA ON-TARGETplus siRNA SMARTpool at a final concentration of 50 nM with Lipofectamine.

### Generation of Dppa2 and Dppa4 CRISPR knockout ESCs

CRISPR knockout ESCs were performed as described previously (Ran et al. 2013). Guide RNAs were designed against exons 2 and 3 of both Dppa2 and Dppa4 using CRISPR design (http://crispr.mit.edu). Cells were transfected with a single guide targeting Dppa2 and/or Dppa4 and FACS (fluorescence-activated cell sorting)-sorted after 24 h into single cells, and clones were screened by surveyor assay and genomic DNA PCR. Successfully targeted clones were validated by Western blotting. Dppa2 single-knockout clones (clone 5 and clone 12) used in this study were generated using a guide RNA targeting Dppa2 exon 2 (ACCTTAGACCACACACCACCAGG), Dppa4 single-knockout clones (clone 23 and clone 29) were generated with a guide RNA targeting Dppa4 exon 2 (CTGCAAAGGCTAAAGCAACGGGG), and Dppa2/Dppa4 double-knockout clone (clone 43) was generated using a guide targeting Dppa2 exon 3 (TAACTTGAGTACGGATGGCAAGG) together with the guide RNA targeting Dppa4 (as above).

### RNA isolation, qPCR, and RNA-seq

RNA was isolated using Qiagen RNA–DNA allprep columns or TriReagent (Sigma) and treated with DNase I (Ambion DNA-free DNA [1311027] or Thermo Fisher RNase-free [EN0525]) following the manufacturer's instructions. cDNA was generated using 0.5–1 µg of RNA (Thermo RevertAid, K1622), and qRT–PCR was performed using Brilliant III SYBR master mix (Agilent Technologies, 600882). Relative quantification was performed using the comparative CT method with normalization to CycloB1 levels. Primer sequences are available on request. Opposite strand-specific polyA RNA libraries were made using 1 µg of DNase-treated RNA at the Sanger Institute Illumina bespoke pipeline and sequenced as single-end 50-base-pair (bp) reads using the Illumina HiSeq 2500 Rapid Run platform.

### Candidate screen selection

Candidate 2C-like ZGA regulators were selected based on the following criteria. First, genes expressed in oocytes/zygotes (reads per kilobase per million [RPKM] > 1 in Deng et al. 2014 data) were selected and further filtered based on gene ontology (AmiGO Ontology search for “chromatin”-associated genes). This gave a total list of 84 candidate genes that was manually curated to remove nonnuclear proteins and overlapping transcripts. Genes were finally filtered to include those that had sequence-verified cDNA clones commercially available.

### Data analysis

Raw FastQ data were trimmed with Trim Galore (version 0.4.3, default parameters) and mapped to the mouse GRCm38 genome assembly using Hisat2 version 2.0.5. Data were quantitated at the mRNA level using the RNA-seq quantitation pipeline in SeqMonk software (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk). 

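Among the 9 libraries of control, Dppa2, or Dppa4 siRNA cells, the distributions of log2 values are matched apart from ties among low values, and the linear values sum to between 715784 and 715787 in each. A value is therefore a rank on a scale shared by the libraries, and differences between libraries in the shape of their distributions were removed before deposit. Genes without reads share the lowest value of their library, which lies between -4.50 and -4.47, and make up 32.4% to 39.2% of the genes. Distinct values of a library keep the order of its numbers of reads, which gives the whole number of reads of a gene up to 300 reads. This covered 63.5% to 71.8% of the genes, counting those without reads. Above that level reads were estimated from the slope between reads and linear values at 300 to 700 reads. At a log2 value of about -4.48 to -3.65 a gene has 1 read, and at -4.35 to -2.42 it has 3 reads, so that changes of low genes depend on the depth of the library.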

Strand-specific quantification was performed using mRNA probes and cumulative distributions matched across samples. 

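In the siRNA experiment, limma alone called 332 lowered and 170 raised genes with Dppa2 siRNA, and 342 lowered and 160 raised genes with Dppa4 siRNA. The intensity difference filter was rebuilt as a normal model of the differences between group means of the 1% of tested genes nearest in mean expression, and passed 691 and 679 genes at p below 0.05. Of all tested genes, 2595 had 3 Dppa2 siRNA libraries that did not overlap the 3 control libraries, and 3491 did so with Dppa4 siRNA. Chance gives 10% of genes for 3 libraries against 3. Every high-confidence gene was among them.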

Differentially expressed genes were determined using DESeq2 (*P*-value of 0.05 with multiple testing correction) and intensity difference filter (*P*-value of 0.05), with the high-confidence differentially expressed genes defined as the intersection between the two statistical tests. For Dppa2/Dppa4 single- and double-knockout transcriptome analysis, as there was only one double-knockout ESC clone, differentially expressed genes were defined independently in Dppa2-knockout and Dppa4 knockout ESCs, and the two lists were combined to get the “Dppa2^−/−^ or Dppa4^−/−^” differentially expressed genes.

### DNA methylation and ChIP-seq analysis

Published data sets were analyzed using SeqMonk software. For DNA methylation wiggle plots, the percentage methylation of individual CpGs with at least four reads are shown. ChIP-seq wiggle plots show normalized read counts for 10-bp running windows. For quantification of at gene promoters, probes were generated over TSSs ±500 bp, and the percentage DNA methylation or normalized ChIP-seq read count of the entire probe was calculated.

### Analysis of Dux

The mouse *dux* ORF is part of a 5-kb repeat unit that is organized as a large tandem array, with repeat numbers being polymorphic between strains and within outbred mice (Clapp et al. 2007). In the current genome assembly (GRCm38.p6), the protein-coding *duxf3* is located on a patch (CHR_MG4264_PATCH: 58,251, 173–58,259,474) with several homologs and pseudogenes present (Leidenroth and Hewitt 2010). To minimize confound by genomic multimapping in the analysis of this gene, we mapped RNA-seq, bisulfite sequencing (BS-seq), and ChIP-seq data directly against the mouse *dux* repeat (AM398147.1). Read counts were normalized to the total read count of the sample.

### Analysis of repeats

For alignments to repetitive regions in the genome, we constructed artificial repeat genomes. Repeat annotations were downloaded from the University of California at Santa Cruz (UCSC) browser (RepeatMasker, mm10, November 2018) and filtered for long instances of MERVL, MaLR, IAP, and LINE1 elements as well as major satellites (see Table 1). The length cutoff was introduced to enrich for functional full-length elements and exclude fragmented/truncated instances. Sequences of the filtered list of repeat element instances were stitched together, separated by “NNNNN” to create repeat-specific genomes. Trimmed reads from each sample were aligned against all individual repeat genomes using Bowtie2 (version 2.3.2). Values given are cumulated reads mapping to a specific repeat group as the percentage of the total read count.

**Table 1.**
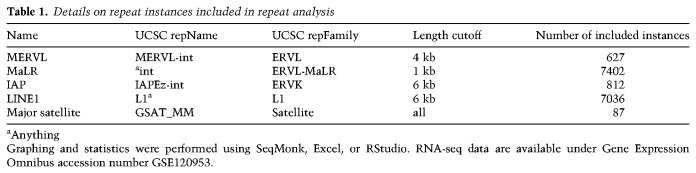
Details on repeat instances included in repeat analysis

### Western blotting

Western blotting was performed using 50 µg of protein extracted using detergent buffer (10 mM Tris-HCl at pH 7.4, 150 mM NaCl, 10 mM KCl, 0.5% NP-40) containing a protease inhibitor cocktail (Sigma, P2714) and quantified by Bio-Rad protein assay dye reagent. Proteins were resolved using 4%–12% SDS-PAGE gels (Expedon, NBT41212) and blotted on PVDF membranes. Following blocking in 5% skim milk/0.01% Tween/PBS, membranes were incubated with primary antibodies for 3 h to overnight. Secondary horseradish peroxidase-conjugated secondary antibodies (1:3000; Santa Cruz Biotechnology) were incubated for 1 h, and detection was carried out with enhanced chemiluminescence (ECL) reaction (GE Healthcare, RPN2209). The primary antibodies used were anti-Zscan4 (1:500; Millipore, 2793611), anti-Dppa2 (1:500; Millipore MAB4356), Dppa4 (1:200; Santa Cruz Biotechnology, sc-74614), and anti-HSP90 (1:5000; Abcam, ab13492).

## Supplementary Material

Supplemental Material

## References

[GAD321174ECKC1] Akiyama T, Xin L, Oda M, Sharov AA, Amano M, Piao Y, Cadet JS, Dudekula DB, Qian Y, Wang W, 2015 Transient bursts of Zscan4 expression are accompanied by the rapid derepression of heterochromatin in mouse embryonic stem cells. DNA Res 22: 307–318. 10.1093/dnares/dsv01326324425PMC4596397

[GAD321174ECKC2] Amano T, Hirata T, Falco G, Monti M, Sharova LV, Amano M, Sheer S, Hoang HG, Piao Y, Stagg CA, 2013 Zscan4 restores the developmental potency of embryonic stem cells. Nat Commun 4: 1966 10.1038/ncomms296623739662PMC3682791

[GAD321174ECKC3] Auclair G, Guibert S, Bender A, Weber M. 2014 Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse. Genome Biol 15: 545 10.1186/s13059-014-0545-525476147PMC4295324

[GAD321174ECKC4] Bortvin A, Eggan K, Skaletsky H, Akutsu H, Berry DL, Yanagimachi R, Page DC, Jaenisch R. 2003 Incomplete reactivation of Oct4-related genes in mouse embryos cloned from somatic nuclei. Development 130: 1673–1680. 10.1242/dev.0036612620990

[GAD321174ECKC5] Bošković A, Eid A, Pontabry J, Ishiuchi T, Spiegelhalter C, Raghu Ram EVS, Meshorer E, Torres-Padilla M-E. 2014 Higher chromatin mobility supports totipotency and precedes pluripotency in vivo. Genes Dev 28: 1042–1047. 10.1101/gad.238881.11424831699PMC4035533

[GAD321174ECKC6] Campbell AE, Shadle SC, Jagannathan S, Lim J-W, Resnick R, Tawil R, van der Maarel SM, Tapscott SJ. 2018 NuRD and CAF-1-mediated silencing of the D4Z4 array is modulated by DUX4-induced MBD3L proteins. Elife 7: e310233 10.7554/eLife.31023PMC584941429533181

[GAD321174ECKC7] Choi YJ, Lin C-P, Risso D, Chen S, Kim TA, Tan MH, Li JB, Wu Y, Chen C, Xuan Z, 2017 Deficiency of microRNA miR-34a expands cell fate potential in pluripotent stem cells. Science 355: eaag1927 10.1126/science.aag192728082412PMC6138252

[GAD321174ECKC8] Clapp J, Mitchell LM, Bolland DJ, Fantes J, Corcoran AE, Scotting PJ, Armour JAL, Hewitt JE. 2007 Evolutionary conservation of a coding function for D4Z4, the tandem DNA repeat mutated in facioscapulohumeral muscular dystrophy. Am J Hum Genet 81: 264–279. 10.1086/51931117668377PMC1950813

[GAD321174ECKC9] Dan J, Liu Y, Liu N, Chiourea M, Okuka M, Wu T, Ye X, Mou C, Wang L, Wang L, 2014 Rif1 maintains telomere length homeostasis of ESCs by mediating heterochromatin silencing. Dev Cell 29: 7–19. 10.1016/j.devcel.2014.03.00424735877PMC4720134

[GAD321174ECKC10] Dan J, Yang J, Liu Y, Xiao A, Liu L. 2015 Roles for histone acetylation in regulation of telomere elongation and two-cell state in mouse ES cells. J Cell Physiol 230: 2337–2344. 10.1002/jcp.2498025752831PMC4711819

[GAD321174ECKC11] Dan J, Rousseau P, Hardikar S, Veland N, Wong J, Autexier C, Chen T. 2017 Zscan4 inhibits maintenance DNA methylation to facilitate telomere elongation in mouse embryonic stem cells. Cell Rep 20: 1936–1949. 10.1016/j.celrep.2017.07.07028834755PMC5595351

[GAD321174ECKC12] De Iaco A, Planet E, Coluccio A, Verp S, Duc J, Trono D. 2017 DUX-family transcription factors regulate zygotic genome activation in placental mammals. Nat Genet 49: 941–945. 10.1038/ng.385828459456PMC5446900

[GAD321174ECKC13] Deng Q, Ramsköld D, Reinius B, Sandberg R. 2014 Single-cell RNA-seq reveals dynamic, random monoallelic gene expression in mammalian cells. Science 343: 193–196. 10.1126/science.124531624408435

[GAD321174ECKC14] Eckersley-Maslin MA, Svensson V, Krueger C, Stubbs TM, Giehr P, Krueger F, Miragaia RJ, Kyriakopoulos C, Berrens RV, Milagre I, 2016 MERVL/Zscan4 network activation results in transient genome-wide DNA demethylation of mESCs. Cell Rep 17: 179–192. 10.1016/j.celrep.2016.08.08727681430PMC5055476

[GAD321174ECKC15] Eckersley-Maslin MA, Alda-Catalinas C, Reik W. 2018 Dynamics of the epigenetic landscape during the maternal-to-zygotic transition. Nat Rev Mol Cell Biol 19: 436–450. 10.1038/s41580-018-0008-z29686419

[GAD321174ECKC16] Engelen E, Brandsma JH, Moen MJ, Signorile L, Dekkers DHW, Demmers J, Kockx CEM, Ozgür Z, van IJcken WFJ, van den Berg DLC, 2015 Proteins that bind regulatory regions identified by histone modification chromatin immunoprecipitations and mass spectrometry. Nat Commun 6: 7155 10.1038/ncomms815525990348PMC4455091

[GAD321174ECKC17] Fujii S, Nishikawa-Torikai S, Futatsugi Y, Toyooka Y, Yamane M, Ohtsuka S, Niwa H. 2015 Nr0b1 is a negative regulator of Zscan4c in mouse embryonic stem cells. Sci Rep 5: 9146 10.1038/srep0914625772165PMC5390923

[GAD321174ECKC18] Hendrickson PG, Doráis JA, Grow EJ, Whiddon JL, Lim J-W, Wike CL, Weaver BD, Pflueger C, Emery BR, Wilcox AL, 2017 Conserved roles of mouse DUX and human DUX4 in activating cleavage-stage genes and MERVL/HERVL retrotransposons. Nat Genet 49: 925–934. 10.1038/ng.384428459457PMC5703070

[GAD321174ECKC19] Hernandez C, Wang Z, Ramazanov B, Tang Y, Mehta S, Dambrot C, Lee Y-W, Tessema K, Kumar I, Astudillo M, 2018 Dppa2/4 facilitate epigenetic remodeling during reprogramming to pluripotency. Cell Stem Cell 23: 396–411.e8. 10.1016/j.stem.2018.08.00130146411PMC6128737

[GAD321174ECKC20] Hirata T, Amano T, Nakatake Y, Amano M, Piao Y, Hoang HG, Ko MSH. 2012 Zscan4 transiently reactivates early embryonic genes during the generation of induced pluripotent stem cells. Sci Rep 2: 208 10.1038/srep0020822355722PMC3250575

[GAD321174ECKC21] Hisada K, Sánchez C, Endo TA, Endoh M, Román-Trufero M, Sharif J, Koseki H, Vidal M. 2012 RYBP represses endogenous retroviruses and preimplantation- and germ line-specific genes in mouse embryonic stem cells. Mol Cell Biol 32: 1139–1149. 10.1128/MCB.06441-1122269950PMC3295013

[GAD321174ECKC22] Hu J, Wang F, Zhu X, Yuan Y, Ding M, Gao S. 2010 Mouse ZAR1-like (XM_359149) colocalizes with mRNA processing components and its dominant-negative mutant caused two-cell-stage embryonic arrest. Dev Dyn 239: 407–424. 10.1002/dvdy.2217020014101

[GAD321174ECKC23] Huang Y, Kim JK, Do DV, Lee C, Penfold CA, Zylicz JJ, Marioni JC, Hackett JA, Surani MA. 2017 STELLA modulates transcriptional and endogenous retrovirus programs during maternal-to-zygotic transition. Elife 6: e22345 10.7554/eLife.2234528323615PMC5404928

[GAD321174ECKC24] Ishiuchi T, Torres-Padilla M-E. 2013 Towards an understanding of the regulatory mechanisms of totipotency. Curr Opin Genet Dev 23: 512–518. 10.1016/j.gde.2013.06.00623942314

[GAD321174ECKC25] Ishiuchi T, Enriquez-Gasca R, Mizutani E, Bošković A, Ziegler-Birling C, Rodriguez-Terrones D, Wakayama T, Vaquerizas JM, Torres-Padilla M-E. 2015 Early embryonic-like cells are induced by downregulating replication-dependent chromatin assembly. Nat Struct Mol Biol 22: 662–671. 10.1038/nsmb.306626237512

[GAD321174ECKC26] Jukam D, Shariati SAM, Skotheim JM. 2017 Zygotic genome activation in vertebrates. Dev Cell 42: 316–332. 10.1016/j.devcel.2017.07.02628829942PMC5714289

[GAD321174ECKC27] Klein RH, Tung P-Y, Somanath P, Fehling HJ, Knoepfler PS. 2018 Genomic functions of developmental pluripotency associated factor 4 (Dppa4) in pluripotent stem cells and cancer. Stem Cell Res 31: 83–94. 10.1016/j.scr.2018.07.00930031967PMC6133722

[GAD321174ECKC28] Lee HJ, Hore TA, Reik W. 2014 Reprogramming the methylome: erasing memory and creating diversity. Cell Stem Cell 14: 710–719. 10.1016/j.stem.2014.05.00824905162PMC4051243

[GAD321174ECKC29] Leidenroth A, Hewitt JE. 2010 A family history of DUX4: phylogenetic analysis of DUXA, B, C and Duxbl reveals the ancestral DUX gene. BMC Evol Biol 10: 364 10.1186/1471-2148-10-36421110847PMC3004920

[GAD321174ECKC30] Li L, Lu X, Dean J. 2013 The maternal to zygotic transition in mammals. Mol Aspects Med 34: 919–938. 10.1016/j.mam.2013.01.00323352575PMC3669654

[GAD321174ECKC31] Macfarlan TS, Gifford WD, Agarwal S, Driscoll S, Lettieri K, Wang J, Andrews SE, Franco L, Rosenfeld MG, Ren B, 2011 Endogenous retroviruses and neighboring genes are coordinately repressed by LSD1/KDM1A. Genes Dev 25: 594–607. 10.1101/gad.200851121357675PMC3059833

[GAD321174ECKC32] Macfarlan TS, Gifford WD, Driscoll S, Lettieri K, Rowe HM, Bonanomi D, Firth A, Singer O, Trono D, Pfaff SL. 2012 Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature 487: 57–63. 10.1038/nature1124422722858PMC3395470

[GAD321174ECKC33] Madan B, Madan V, Weber O, Tropel P, Blum C, Kieffer E, Viville S, Fehling HJ. 2009 The pluripotency-associated gene Dppa4 is dispensable for embryonic stem cell identity and germ cell development but essential for embryogenesis. Mol Cell Biol 29: 3186–3203. 10.1128/MCB.01970-0819332562PMC2682008

[GAD321174ECKC34] Maenohara S, Unoki M, Toh H, Ohishi H, Sharif J, Koseki H, Sasaki H. 2017 Role of UHRF1 in de novo DNA methylation in oocytes and maintenance methylation in preimplantation embryos. PLoS Genet 13: e1007042 10.1371/journal.pgen.100704228976982PMC5643148

[GAD321174ECKC35] Maksakova IA, Thompson PJ, Goyal P, Jones SJ, Singh PB, Karimi MM, Lorincz MC. 2013 Distinct roles of KAP1, HP1 and G9a/GLP in silencing of the two-cell-specific retrotransposon MERVL in mouse ES cells. Epigenetics Chromatin 6: 15 10.1186/1756-8935-6-1523735015PMC3682905

[GAD321174ECKC36] Maldonado-Saldivia J, van den Bergen J, Krouskos M, Gilchrist M, Lee C, Li R, Sinclair AH, Surani MA, Western PS. 2007 Dppa2 and Dppa4 are closely linked SAP motif genes restricted to pluripotent cells and the germ line. Stem Cells 25: 19–28. 10.1634/stemcells.2006-026916990585

[GAD321174ECKC37] Masaki H, Nishida T, Kitajima S, Asahina K, Teraoka H. 2007 Developmental pluripotency-associated 4 (DPPA4) localized in active chromatin inhibits mouse embryonic stem cell differentiation into a primitive ectoderm lineage. J Biol Chem 282: 33034–33042. 10.1074/jbc.M70324520017855347

[GAD321174ECKC38] Masaki H, Nishida T, Sakasai R, Teraoka H. 2010 DPPA4 modulates chromatin structure via association with DNA and core histone H3 in mouse embryonic stem cells. Genes Cells 15: 327–337. 10.1111/j.1365-2443.2010.01382.x20298437

[GAD321174ECKC39] Milagre I, Stubbs TM, King MR, Spindel J, Santos F, Krueger F, Bachman M, Segonds-Pichon A, Balasubramanian S, Andrews SR, 2017 Gender differences in global but not targeted demethylation in iPSC reprogramming. Cell Rep 18: 1079–1089. 10.1016/j.celrep.2017.01.00828147265PMC5300890

[GAD321174ECKC40] Mohammed H, Hernando-Herraez I, Savino A, Scialdone A, Macaulay I, Mulas C, Chandra T, Voet T, Dean W, Nichols J, 2017 Single-cell landscape of transcriptional heterogeneity and cell fate decisions during mouse early gastrulation. Cell Rep 20: 1215–1228. 10.1016/j.celrep.2017.07.00928768204PMC5554778

[GAD321174ECKC41] Nakamura T, Nakagawa M, Ichisaka T, Shiota A, Yamanaka S. 2011 Essential roles of ECAT15-2/Dppa2 in functional lung development. Mol Cell Biol 31: 4366–4378. 10.1128/MCB.05701-1121896782PMC3209334

[GAD321174ECKC42] Nishiyama A, Xin L, Sharov AA, Thomas M, Mowrer G, Meyers E, Piao Y, Mehta S, Yee S, Nakatake Y, 2009 Uncovering early response of gene regulatory networks in ESCs by systematic induction of transcription factors. Cell Stem Cell 5: 420–433. 10.1016/j.stem.2009.07.01219796622PMC2770715

[GAD321174ECKC43] Percharde M, Lin C-J, Yin Y, Guan J, Peixoto GA, Bulut-Karslioglu A, Biechele S, Huang B, Shen X, Ramalho-Santos M. 2018 A LINE1-nucleolin partnership regulates early development and ESC identity. Cell 174: 391–405.e19. 10.1016/j.cell.2018.05.04329937225PMC6046266

[GAD321174ECKC44] Pfeiffer MJ, Siatkowski M, Paudel Y, Balbach ST, Baeumer N, Crosetto N, Drexler HCA, Fuellen G, Boiani M. 2011 Proteomic analysis of mouse oocytes reveals 28 candidate factors of the ‘reprogrammome’. J Proteome Res 10: 2140–2153. 10.1021/pr100706k21344949

[GAD321174ECKC45] Ran FA, Hsu PD, Wright J, Agarwala V, Scott DA, Zhang F. 2013 Genome engineering using the CRISPR–Cas9 system. Nat Protoc 8: 2281–2308. 10.1038/nprot.2013.14324157548PMC3969860

[GAD321174ECKC46] Rodriguez-Terrones D, Gaume X, Ishiuchi T, Weiss AXL, Kopp A, Kruse K, Penning A, Vaquerizas JM, Brino L, Torres-Padilla M-E. 2017 A molecular roadmap for the emergence of early-embryonic-like cells in culture. Nat Genet 50: 106–119. 10.1038/s41588-017-0016-529255263PMC5755687

[GAD321174ECKC47] Rowe HM, Jakobsson J, Mesnard D, Rougemont J, Reynard S, Aktas T, Maillard PV, Layard-Liesching H, Verp S, Marquis J, 2010 KAP1 controls endogenous retroviruses in embryonic stem cells. Nature 463: 237–240. 10.1038/nature0867420075919

[GAD321174ECKC48] Schoorlemmer J, Pérez-Palacios R, Climent M, Guallar D, Muniesa P. 2014 Regulation of mouse retroelement MuERV-L/MERVL expression by REX1 and epigenetic control of stem cell potency. Front Oncol 4: 14 10.3389/fonc.2014.0001424567914PMC3915180

[GAD321174ECKC49] Storm MP, Kumpfmueller B, Bone HK, Buchholz M, Sanchez Ripoll Y, Chaudhuri JB, Niwa H, Tosh D, Welham MJ. 2014 Zscan4 is regulated by PI3-kinase and DNA-damaging agents and directly interacts with the transcriptional repressors LSD1 and CtBP2 in mouse embryonic stem cells. PLoS One 9: e89821 10.1371/journal.pone.008982124594919PMC3940611

[GAD321174ECKC50] Svoboda P. 2018 Mammalian zygotic genome activation. Semin Cell Dev Biol 84: 118–126. 10.1016/j.semcdb.2017.12.00629233752

[GAD321174ECKC51] Veselovska L, Smallwood SA, Saadeh H, Stewart KR, Krueger F, Maupetit-Méhouas S, Arnaud P, Tomizawa S-I, Andrews S, Kelsey G. 2015 Deep sequencing and de novo assembly of the mouse oocyte transcriptome define the contribution of transcription to the DNA methylation landscape. Genome Biol 16: 209 10.1186/s13059-015-0769-z26408185PMC4582738

[GAD321174ECKC52] Wang L, Zhang J, Duan J, Gao X, Zhu W, Lu X, Yang L, Zhang J, Li G, Ci W, 2014 Programming and inheritance of parental DNA methylomes in mammals. Cell 157: 979–991. 10.1016/j.cell.2014.04.01724813617PMC4096154

[GAD321174ECKC53] Whiddon JL, Langford AT, Wong C-J, Zhong JW, Tapscott SJ. 2017 Conservation and innovation in the DUX4-family gene network. Nat Genet 49: 935–940. 10.1038/ng.384628459454PMC5446306

[GAD321174ECKC54] Xue Z, Huang K, Cai C, Cai L, Jiang C-Y, Feng Y, Liu Z, Zeng Q, Cheng L, Sun YE, 2013 Genetic programs in human and mouse early embryos revealed by single-cell RNA sequencing. Nature 500: 593–597. 10.1038/nature1236423892778PMC4950944

[GAD321174ECKC55] Zalzman M, Falco G, Sharova LV, Nishiyama A, Thomas M, Lee S-L, Stagg CA, Hoang HG, Yang H-T, Indig FE, 2010 Zscan4 regulates telomere elongation and genomic stability in ES cells. Nature 464: 858–863. 10.1038/nature0888220336070PMC2851843

[GAD321174ECKC56] Zhao T, Fu Y, Zhu J, Liu Y, Zhang Q, Yi Z, Chen S, Jiao Z, Xu X, Xu J, 2018 Single-cell RNA-Seq reveals dynamic early embryonic-like programs during chemical reprogramming. Cell Stem Cell 23: 31–45.e7. 10.1016/j.stem.2018.05.02529937202

# Supplementary material for: Dppa2 and Dppa4 directly regulate the Dux-driven zygotic transcriptional program
**Source:** Genes Dev. 2019 Feb 1;33(3-4):194–208. doi: 10.1101/gad.321174.118
**Supplement:** Supplemental Material

Dppa2 and Dppa4 directly regulate the Dux-driven zygotic transcriptional program — Supplemental Material 

# Dppa2 and Dppa4 directly regulate the Dux-driven zygotic transcriptional program

## Supplemental Material

- SupplementalTable1.xlsx
- SupplementalTable2.xlsx
- SupplementalTable3.xlsx
- SupplementalTable4.xlsx
- SupplementalTable5.xlsx
- SupplementalTable6.xlsx
- Supplemental\_Figure1.pdf
- Supplemental\_Figure2.pdf
- Supplemental\_Figure5.pdf
- Supplemental\_Figure3.pdf
- Supplemental\_Figure6.pdf
- Supplemental\_Figure4.pdf
- Supplemental\_Figure7.pdf
- Supplemental\_Figure\_Legends.docx

# Supplementary material for: Dppa2 and Dppa4 directly regulate the Dux-driven zygotic transcriptional program
**Source:** Genes Dev. 2019 Feb 1;33(3-4):194–208. doi: 10.1101/gad.321174.118

Supplemental Figure 1

A

|          | Zscan4 | MERVL | Tctsv3 | Gm8994 | Zfp352 | Gm5039 | Gm428 cluster | Gm4014 | gm4340/2123 | Gm7647 cluster | tnem92 | Eif1a/Eif1a-like |
|----------|--------|-------|--------|--------|--------|--------|---------------|--------|-------------|----------------|--------|------------------|
| Lhx2     | 5.25   | 2.61  | 6.75   | 2.04   | 7.81   | 4.33   | 2.00          | 6.73   | 3.70        | 3.85           | 1.15   | 2.63             |
| Npm2     | 3.04   | 1.59  | 2.92   | 2.58   | 3.00   | 3.06   | 2.84          | 3.71   | 2.71        | 2.83           | 2.36   |                  |
| Ss1811   | 6.20   | 1.89  | 5.31   | 4.94   | 6.03   | 3.85   |               | 10.79  |             |                |        |                  |
| Dppa3    | 2.38   | 2.09  | 2.85   | 2.99   | 2.99   | 3.34   |               | 2.71   |             |                |        | 1.91             |
| Smad3    | 2.36   | 2.11  | 1.90   | 2.74   | 2.22   | 2.79   |               | 3.97   |             |                |        |                  |
| Rb1      | 7.25   | 1.98  | 3.93   | 4.98   | 3.15   | 7.17   | 7.02          | 3.47   | 3.71        | 6.42           | 3.55   | 7.72             |
| Calcoco1 | 4.87   | 2.11  | 3.05   | 4.59   | 3.16   | 2.74   | 2.77          | 2.36   | 2.43        | 2.41           | 1.99   | 7.72             |
| Apbb1    | 4.68   | 1.62  | 2.93   | 3.08   | 2.98   | 4.82   | 3.11          | 10.23  | 2.50        | 3.48           | 2.67   | 3.97             |
| Plac8    | 3.43   | 1.85  | 2.37   | 3.14   | 1.25   | 4.00   | 3.81          | 2.11   | 3.31        | 2.92           | 2.67   | 3.32             |
| GFP      | 2.65   | 1.66  | 3.67   | 2.35   | 2.37   | 2.65   |               | 1.85   |             |                |        |                  |
| Irf1     | 6.89   | 2.58  | 4.98   | 2.31   | 14.42  | 2.11   | 2.84          | 7.62   | 2.29        | 5.96           | 19.16  | 21.06            |
| Mae1     | 7.71   | 2.02  | 5.70   | 5.83   | 4.62   | 5.53   | 5.52          | 7.48   | 4.47        | 6.34           | 4.42   | 8.93             |
| Eya1     | 14.11  | 3.22  | 22.92  | 10.52  | 4.68   | 9.56   | 15.11         | 51.99  | 20.77       | 15.77          | 4.48   | 30.17            |
| Dppa2    | 7.12   | 5.65  | 12.68  | 9.05   | 12.50  | 9.02   | 7.70          | 13.05  | 11.37       | 8.41           | 4.23   | 12.64            |
| Sp110    | 6.62   | 1.91  | 6.16   | 6.56   | 6.43   | 11.59  | 6.08          | 1.58   | 1.95        | 5.16           | 4.36   | 7.14             |
| Gata3    | 4.03   | 2.33  | 11.43  | 5.88   | 15.62  | 2.39   | 1.11          | 6.66   | 3.23        | 3.53           | 29.24  | 5.94             |
| Trp63    | 86.10  | 4.49  | 16.70  | 9.72   | 10.75  | 40.44  | 13.88         | 4.91   | 2.65        | 48.54          | 13.91  | 54.07            |
| Bahd1    | 27.35  | 5.09  | 16.12  | 12.81  | 11.99  | 24.96  | 16.18         | 19.16  | 11.24       | 18.85          | 8.03   | 29.66            |
| Usp3     | 12.04  | 7.81  | 9.38   | 10.70  | 7.31   | 11.20  | 11.08         | 11.27  | 11.75       | 11.67          | 6.92   | 15.03            |
| Tox3     | 16.02  | 3.82  | 17.12  | 5.34   | 10.69  | 9.63   | 7.55          | 34.78  | 9.29        | 54.19          | 11.89  | 2.63             |
| Hdac9    | 61.63  | 10.69 | 65.22  | 27.12  | 65.31  | 75.06  | 23.22         | 28.42  | 42.93       | 42.80          | 15.29  | 62.67            |
| Dppa4    | 22.59  | 12.55 | 30.00  | 20.29  | 43.60  | 20.21  | 10.50         | 17.26  | 14.26       | 22.82          | 13.51  | 27.31            |
| Zscan4c  | 46.40  | 10.41 | 20.71  | 22.59  | 11.21  | 25.74  | 15.35         | 17.63  | 12.37       | 16.71          | 12.97  | 23.21            |

B

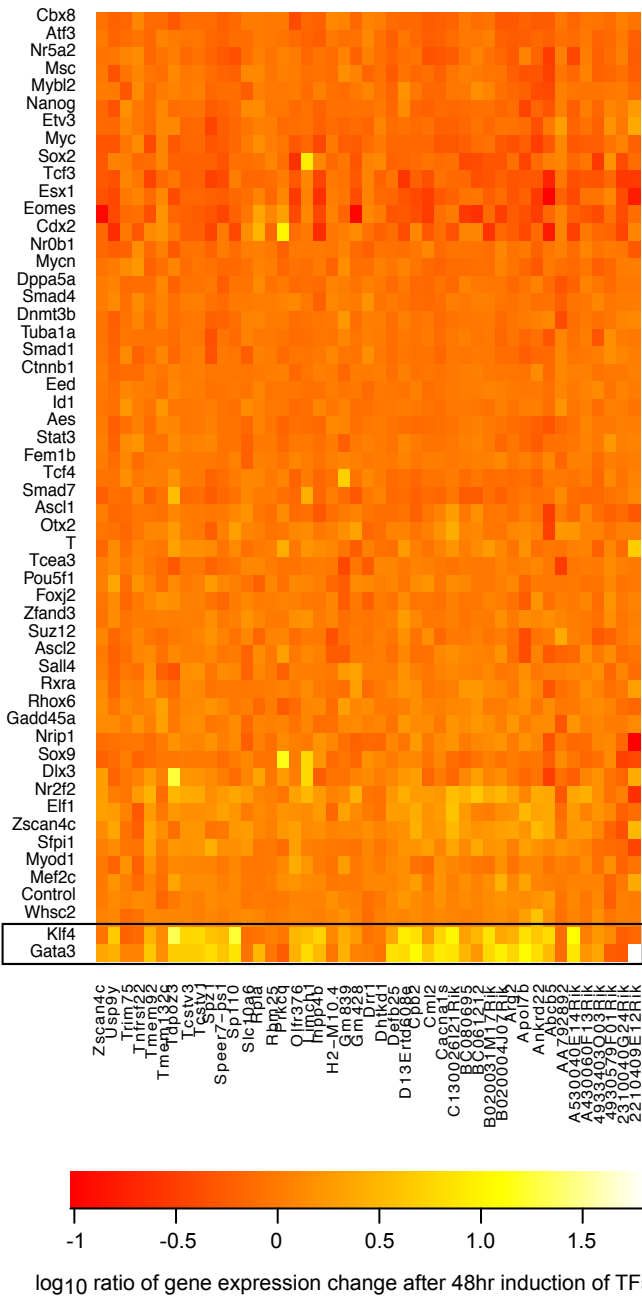

**Supplement:** Supplemental Material

# Supplementary material for: Dppa2 and Dppa4 directly regulate the Dux-driven zygotic transcriptional program
**Source:** Genes Dev. 2019 Feb 1;33(3-4):194–208. doi: 10.1101/gad.321174.118
**Supplement:** Supplemental Material

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental Figure 1**

(A) Summary of quantitative RT-PCR results from screen. Fold changes of GFP-positive over GFP-negative sorted cells of a panel of ZGA transcript markers (columns) are shown and pseudocoloured from low (blue) to high (red). Screen candidates are in rows, each row represents an individual replicate. Blank cells = not assessed. GFP negative control is highlighted in green, screen hits in light blue, Dppa2 and Dppa4 in red and Zscan4c in dark blue (B) Log_10_ expression of ZGA transcripts (columns) by microarray analysis following 48 hours induction of various transcription factors (rows). Data reanalysed from (Nishiyama et al. 2009).

**Supplemental Figure 2**

(A) Box and Whisker plots showing expression of genes upregulated by Dux (top left, data reanalysed from (Hendrickson et al. 2017)), Caf1 p150 (top right) or p60 (bottom left) subunit knockdown (KD) (gene lists from (Ishiuchi et al. 2015)) or LINE1 knockdown (bottom right, gene list from (Percharde et al. 2018)) in GFP negative (grey) and GFP positive (purple) cells following transfection of GFP-tagged constructs of screen hits in ESCs. (B) Expression of candidates following Dux overexpression (+Dox, red) in ESCs compared to uninduced cells (-Dox, grey). Data reanalyzed from (Hendrickson et al. 2017). (C) Expression of candidates in 2C-like ESCs (MERVL+Zscan4c, red) compared to negative sorted cells (MERVL-Zscan4c-, grey). Data reanalyzed from (Eckersley-Maslin et al. 2016). (D) Wiggle plot showing HA-tagged Dux (top, blue) enrichment across the Dppa2/4 locus. Input (bottom, green) is shown as a control. Dppa2 and Dppa4 gene structures are shown in red. (E) Expression levels of IAP (left), MaLR (middle) and Major Satellite (right) repeat families following overexpression of screen candidates (black bars) compared to untransfected control cells (grey bars). Error bars represent average + standard deviation of at least 3 biological replicates. (F) Venn diagram showing overlap between differentially expressed genes following overexpression of Dppa2, Dppa4 and Zscan4c. (G) Expression pattern of genes upregulated following overexpression of screen hits during preimplantation development. Preimplantation data from (Deng et al. 2014).

**Supplemental Figure 3**

(A) Percentage DNA methylation at Dppa2 (green) and Dppa4 (blue) promoters (transcription start site (TSS) +/- 500bp) across embryonic tissues. Data reanalyzed from (Wang et al. 2014) except oocyte data which is reanalyzed from {Maenohara:2017jr}.. (B) Percentage DNA methylation at Dppa2 (green) and Dppa4 (blue) promoters (transcription start site (TSS) +/- 500bp) during PGC development *in vivo*. Data reanalyzed from (Kobayashi et al. 2012). (C) Box whisker plots showing percentage DNA methylation of all gene promoters (grey) compared to 2C-like gene promoters (red) during embryonic development. Promoters defined as TSS +/- 500bp. Data from {Wang:2014kf} except for oocyte data which is from {Maenohara:2017jr}. (D) DNA methylation landscape across Dppa2/Dppa4 locus in ESCs where they are expressed and a range of tissues where they are not expressed. Red box denotes approximate location of DMR. Data from DevMouse DNA methylome database (Liu et al. 2014)

**Supplemental Figure 4**

(A) Quantitative RT-PCR analysis showing knockdown efficiencies of Dppa2 (middle) and Dppa4 (right) siRNA compared to control siRNA (left). Error bars represent standard deviations of 3 biological replicates. Differences are statistically significant (homoscedastic two-tailed t-test, ** p-value <0.01, *** p-value < 0.001). (B) Quantitative RT-PCR analysis of ZGA transcripts in cells following treatment with control (left), Dppa2 (middle) or Dppa4 (right) siRNA. Pluripotency genes are shown in dark and light grey, Dux is highlighted in dark green. Error bars represent standard deviation of 3 biological replicates. Differences are statistically significant are denoted (* p-value < 0.05, ** p-value <0.01, *** p-value < 0.001, homoscedastic two-tailed t-test). (C) Expression levels of various genes lists in control (grey), Dppa2 (green) and Dppa4 (blue) siRNA treated cells. 2C-like transcripts defined by (Eckersley-Maslin et al. 2016), Dppa2 and Dppa4 overexpression (O/E) data defined in this manuscript, Dux overexpression (O/E) data reanalyzed from (Hendrickson et al. 2017), Caf1 p150 or p60 subunit knockdown (KD) transcripts also expressed in two cell embryo defined by (Ishiuchi et al. 2015) and LINE1 knockdown defined by (Percharde et al. 2018).

**Supplemental Figure 5**

(A) Expression levels of pluripotency (Nanog, Oct4) and ZGA (Zscan4, Gm8894, Dux, Gm5039, Eif1a-like) transcripts in WT (black), Dppa2^-/-^ (dark blue), Dppa4^-/-^ (medium blue) and Dppa2^-/-^Dppa4^-/-^ DKO (light blue) cells. Error bars represent standard deviations of at least 3 biological replicates. (B-C) Western blotting for (B) Oct4 and (C) Nanog in individual clones for wild type (WT), Dppa2^-/-^, Dppa4^-/-^ and double Dppa2^-/-^Dppa4^-/-^ (DKO) ESCs. Hsp90 is used as loading control. (D) Venn diagram showing overlap between Dppa2 KO and Dppa4 KO differentially expressed genes. (E) Venn diagram showing overlap between Dppa2 KO and Dppa2 siRNA differentially expressed genes (F) Venn diagram showing overlap between Dppa4 KO and Dppa4 siRNA differentially expressed genes. (G) Per probe normalized heatmap showing expression levels of all genes differentially expressed in either siRNA or CRISPR knockout experiments for either Dppa2 or Dppa4 across all samples. (H-K) MA-plots showing average (x-axis) vs difference (y-axis) expression of genes deregulated by siRNA (blue), CRISPR knockout (green) or both siRNA and CRISPR knockout (red) in Dppa2 siRNA (H), Dppa4 siRNA (I), Dppa2 KO (J) or Dppa4 KO (K) cells compared to controls.

**Supplemental Figure 6**

(A) Quantitative RT-PCR analysis for Dppa2 and Dppa4 in wild type (WT, left) and Dppa2/4 DKO (right) ESCs. Cells were transfected with GFP, Dppa2-GFP, Dppa4-GFP or Dppa2-GFP with Dppa4-GFP constructs for 48 hours. Error bars represent average + standard deviation of at least 3 biological replicates. (B) Overexpression of Zscan4c-GFP in wild type (WT, left) and Dppa2^-/-^Dppa4^-/-^ (DKO, right) ESCs. Cells were transfected with GFP or Zscan4c-GFP constructs for 48 hours. Expression of MERVL::tdTomato reporter measured by flow cytometry. Differences are statistically significant (homoscedastic two-tailed t-test, * p-value <0.5, ** p-value <0.01, *** p-value < 0.001, **** p-value < 0.0001). Error bars represent average plus standard deviation of three biological replicates.

**Supplemental Figure 7**

(A-B) Quantitative RT-PCR analysis following transient transfection of untagged Dppa2 and/or Dppa4 in wild type (left) and Dux^-/-^ (right) ESCs, using transfection of an empty vector as a control. (A) Expression of Dux transcript, (B) expression of Dppa2 (green) and Dppa4 (blue) transcripts, Error bars represent standard deviation of 3 biological replicates. EV = empty vector. (C) Wiggle plots showing V5-Dppa2 ChIP seq (top row, green) nad endogenous Dppa4 ChIP-seq in E14 ESCs (third row, blue), P19 embryonal carcinoma cells (fifth row, purple) and Dppa4 overexpression ChIP-seq in 3T3 fibroblast (seventh row, magenta) compared to respective control or input (grey). Data reanalyzed from {Engelen:2015bf, Klein:2018iw} (D-I) Representative wiggle plots showing ChIP-seq binding enrichment for overexpressed Dppa2-V5 (top rows) and endogenous Dppa4 (third, fifth and seventh row) compared to control (second row) or input (fourth, sixth and eighth row). Cell type is denoted on the left and gene structure above. Each figure panel has been scaled independently. Non ZGA genes Syce1 (D) Sohlh2 (E) and Mael (F) show binding enrichment of both Dppa2 and Dppa4 in pluripotent cells. ZGA genes including the Zscan4 cluster (G) Gm428 (H) and Dub1 (I) do not have binding enrichment. (J) quantitative RT-PCR analysis using primers that detect Dux transgene following transfection of GFP or Dux into wild type (WT) or Dppa2^-/-^Dppa4^-/-^ (DKO) ESCs. Bars represent average + standard deviation of three biological replicates.

**SUPPLEMENTAL TABLES**

**Supplemental Table 1:** List of all genes, chromosome coordinates, ENSEMBL gene ID, Description and average log_2_ expression value across the GFP-negative and GFP-positive sorted cells for all the candidate-based screen hits.

**Supplemental Table 2:** List of differentially expressed genes, chromosome coordinates and expression levels in GFP-negative and GFP-positive sorted cells for each of the positive hits from the candidate-based screen.

**Supplemental Table 3:** List of all genes, chromosome coordinates and average log_2_ expression value in control, Dppa2 and Dppa4 siRNA treated ESCs.

**Supplemental Table 4:** List of differentially expressed genes, chromosome coordinates and average log_2_ expression value in control, Dppa2 and Dppa4 siRNA treated ESCs.

**Supplemental Table 5:** List of all genes, chromosome coordinates and average log_2_ expression value in wild type, Dppa2^-/-^, Dppa4^-/-^ and Dppa2^-/-^Dppa4^-/-^ ESCs.

**Supplemental Table 6:** List of differentially expressed genes, chromosome coordinates and average log_2_ expression value in in wild type, Dppa2^-/-^, Dppa4^-/-^ and Dppa2^-/-^Dppa4^-/-^ ESCs.

How the deposited data were processed for this re-analysis (not part of the article)

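RNA-seq was analysed for E14 mouse ESCs (129/Ola background) treated for 4 d with control, Dppa2, or Dppa4 siRNA at 50 nM, with 3 libraries per treatment and 9 libraries in all. The sample labels give each library its siRNA and replicate letter. Libraries were made from polyadenylated RNA and sequenced as single-end reads of 50 bases. The other experiments of the paper (overexpression, knockout, rescue, ChIP-seq, published data sets, repeat elements) are not analysed here, and the Dux transcript is not reported here. Genes raised by overexpression and the changes in knockout ESCs were taken from Supplemental Tables 2 and 6 and are the paper's values.

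The authors trimmed reads with Trim Galore (0.4.3 in the paper, 0.4.5 in the sample labels), mapped them to GRCm38 with HISAT2 2.0.5, counted them strand-specifically on mRNA probes in SeqMonk, and matched the cumulative distributions of the libraries. The authors deposited the result as normalized log2 expression for 25965 genes. The authors called genes with DESeq2 with multiple testing correction and with the intensity difference filter of SeqMonk, and defined high-confidence genes as the intersection. The deposited values were checked first. The distributions of the 9 libraries are matched apart from ties among low values, and for 1996 of the 1999 rows of Supplemental Table 3 that were at hand the group means could be matched to the deposited values, with a largest difference of 4.9e-05.

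Numbers of reads were inferred from the order of the distinct values of each library, since the matching keeps that order. Up to 300 reads, each step in the distinct values was taken as 1 read; above, reads were estimated from the slope of reads on linear values between 300 and 700 reads. Whole reads were inferred for 63.5% to 71.8% of the genes per library, too few for a model of counts. The estimated totals on genes were 16.8 to 40.2 Mreads per library. At 10 to 30 reads the slope gave other totals, by -0.03 to 0.21 on the log2 scale in the control libraries and by -0.40 to -0.34 in the knockdown libraries, so the totals are approximate and their error differs between treatments. A count of 0 was given a floor of 3 reads per library, and values with 1 to 3 reads over a group were given as a share of the control reads with an exact 95% interval (Clopper-Pearson). Both cover counting error only.

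Deposited genes were matched to the GENCODE annotation of GRCm38 by name and place (22607 genes) or by place alone with 80% overlap in both directions (2718 genes), and 97.5% of genes received a transcript length and GC content. For 4300 matched genes the transcript that the table lists belongs to another gene, so the identifiers given are those of the matched annotation. For 25273 genes every 5th stretch of 50 bases of the transcript was looked up in all annotated transcripts, and the share found in a gene at another place is given as the share of stretches that are not unique. Stretches outside annotated transcripts were not searched. How overlapping genes of the same place are counted was changed after the first result had been seen, because annotated genes that overlap on the same strand had been counted as other genes.

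The tests, the alternatives, the gene lists, and the rule for naming genes were set before the data were examined. Genes with a log2 value above -2 in at least 3 of the 9 libraries were tested (14601 genes). limma 3.58.1 in R 4.3.3 was fitted to all 9 libraries with the treatment as the only term and an intensity trend (3.04 prior degrees of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05. The intensity difference filter was rebuilt with a normal model of the 1% of tested genes nearest in mean expression, at p below 0.05. Another choice of the genes used by the filter was tried once while it was being built, and the counts of calls were seen. Tables, permutation tests, and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. Simulated data were made from the means and spreads of the 14601 tested genes, with noise drawn independently for each library. Sets of 50 genes with a positive mean log2 value were changed by each size. In the comparison of Dppa2 siRNA the high-confidence criteria found 98% of decreases of -2 and 60% of decreases of -1. In that of Dppa4 siRNA they found 96% and 64%. Of increases of 2 they found 98% in both, and of increases of 1 they found 58% and 60%. The number of unchanged genes called was 5 and 6. Differences in depth and structure shared between libraries were not simulated, so these numbers may be too favourable for the real libraries.

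Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with the correlation estimated from the data, and adjusted over 10 tests per family, or over 8 for the comparison between the knockdowns. The lists were those raised by Dppa2 or Dppa4 overexpression, those raised in at least 6 of the 10 overexpression comparisons at hand (standing in for the 2C-like transcripts), and 5 lists written for this purpose (naive pluripotency, germ cell, primitive endoderm, interferon response, and early differentiation). Medians of lowered genes were compared by a permutation test with 100000 resamples. Overlaps between the knockdowns, which share the 3 control libraries, were set beside 100 simulated sets of unchanged groups.

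Named genes are Dppa2, Dppa4, and the genes that the paper names for the knockdown RNA-seq, the transcripts of its RT-PCR panel that have a gene name of their own, Nanog and Pou5f1, the 5 largest decreases and 5 largest increases of each knockdown among high-confidence genes whose 3 knockdown libraries lie beyond all 3 control libraries, and the genes that differ between the knockdowns. The paper's values for these genes had been seen when the rule was written. The mitochondrial genes were chosen after their values were seen.

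The alternatives were no filter or a stricter filter on low values, recentred libraries, quantile normalization, a pseudocount of 0.5, only the compared groups in the fit, the replicate letter as a block, no intensity trend, limma without the intensity difference filter or with its p adjusted, other versions of the stand-in list, and each library left out in turn. Added after the data were seen were a correction of each library by natural splines of transcript length and GC content, the same with the replicate letter as a block, and inferred reads scaled to the library total without matching. Models of counts had been planned in case whole reads could be recovered and were not run.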

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

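The tests of 4930486L24Rik, the splits of the libraries, the level of the other mitochondrial genes, and the search for copies of mt-Atp8 were chosen only after the result was seen, as were the correction for transcript length and GC content and the use of reads scaled without matching. What the tests of shared reads of the 6 mitochondrial genes and of the corrected primitive endoderm list would show was set down before they were run.

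Between the knockdowns, the Dppa2 transcript was higher with Dppa4 siRNA by 3.43 on the log2 scale and the Dppa4 transcript lower by -0.99, each past limma's threshold in a direct comparison of the knockdowns. These are the transcripts that the siRNAs target, and each siRNA lowered its own in 3 of 3 libraries. Mislabelled libraries would have placed a transcript at its control level in a library with its own siRNA, and none of the 9 libraries did so.

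4930486L24Rik was the only other gene past limma's threshold between the knockdowns, with a difference of 3.26 (SE 0.31, adjusted p = 0.0106) that was seen in 3 of 3 libraries of each knockdown. Its change was -4.56 with Dppa2 siRNA and -1.30 with Dppa4 siRNA, where it did not pass the threshold (adjusted p = 0.0579 from limma). Several technical explanations are argued against by the tables. Of its 50-base stretches, 0% occur at another annotated place, which leaves no annotated copy elsewhere to share its reads. With genes that overlap it on the same strand counted, as in the first count, the share was 88.1%, and the counting was changed after this was seen. The reads could therefore come from an overlapping gene, which stays open. After the correction for transcript length and GC content the difference was 3.28 (adjusted p = 0.0115 from limma), and on reads scaled without the authors' matching it was 3.57 (adjusted p = 0.0418 from limma). Incomplete Dppa4 knockdown that weakens all responses alike is argued against. For 138 other genes lowered with Dppa2 siRNA and with a read in all knockdown libraries, whatever their change with Dppa4 siRNA, the ratio of the change with Dppa4 siRNA to that with Dppa2 siRNA had quartiles of 0.716 and 0.990, against 0.286 for this gene. Of the 138 genes 2 were at or below its ratio. That single genes such as this one respond less to the remaining Dppa4 stays open. A gene with a stronger dependence on Dppa2 is 1 candidate explanation, as a hypothesis from these data. By Western blot the paper found Dppa2 protein lowered by Dppa4 siRNA too, though less than by Dppa2 siRNA. The knockdowns therefore do not set Dppa2 protein lost against Dppa2 protein kept, and protein was not measured here. An effect of the Dppa2 siRNA pool on this transcript itself was not tested and stays open. In the comparison of the knockdowns, 1 of 10 splits of the 6 libraries called as many genes (3, with 0 as the highest of the other splits), and 10 splits are too few for a share under 5%. Without Dppa4 siRNA replicate B or replicate C, and with the replicate letter as a block, 1 gene differed.

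In Dppa2 siRNA replicate C, 6 mitochondrial genes were far above the other 8 libraries, in data that the paper does not report on. Their log2 values in that library were 8.44 for mt-Co2 (other libraries 1.21 to 1.81), 8.54 for mt-Atp6 (0.55 to 1.98), 8.28 for mt-Co3 (0.63 to 1.57), 4.35 for mt-Nd3 (-4.492 to -1.751), 2.73 for mt-Nd4l (-4.488 to -2.071), and 4.26 for mt-Atp8 (-4.28 to -0.12). More mitochondrial RNA in that library is argued against, since the median of the other 7 mitochondrial protein-coding genes was 10.09 there, within the 9.27 to 10.67 of the other libraries. Reads shared with nuclear copies of these genes could give such a pattern if they were counted in that library and left out in the others. Of the 50-base stretches of the 6 genes, 93.7% occur in another annotated transcript, against 22.5% for the other mitochondrial genes. mt-Atp8 is an exception, with 0% in annotated transcripts; copies outside annotated transcripts were not searched, so for this gene shared reads can be neither shown nor excluded. A change in the use of shared reads over that whole library is argued against, because the 74 nuclear genes that share over 90% of their stretches had a median difference of 0.0098 from Dppa2 siRNA replicates A and B (quartiles -0.34 and 0.30). What set that library apart stays open, and no biological explanation was tested, since the design gives none for a difference between replicates. With this library left out, 183 genes were high-confidence with Dppa2 siRNA, against 279 with it. None of the 5 of these genes that were tested was called in either knockdown, and mt-Nd4l did not pass the filter on low values.

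The primitive endoderm list, which the paper does not discuss, had a median change of 0.49 with Dppa4 siRNA (13 of 16 genes higher, adjusted p = 0.0024 over 10 list tests with limma's camera). All of its 16 genes were expressed above the filter on low values in these ESCs, 8 passed limma's threshold adjusted over the list alone, and 3 did so adjusted over all genes tested. With Dppa2 siRNA the median was 0.18 (12 of 16 higher, adjusted p = 0.133 from limma's camera). Tested directly, the list was higher with Dppa4 siRNA than with Dppa2 siRNA by 0.20 (adjusted p = 0.0329 over 8 list tests with limma's camera). The median expression of the list in single libraries was 1.15 to 1.47 with control siRNA, 1.83 to 1.91 with Dppa2 siRNA, and 1.92 to 1.98 with Dppa4 siRNA, so by this measure both knockdowns lie above the controls and close to each other. Bias with transcript length and GC content is argued against as the whole cause, since the median was 0.53 after the correction. With each library left out in turn the median stayed between 0.42 and 0.63. The call depends on the correlation assumed between genes: with the correlation estimated from the data (0.23 for this list) camera gave p = 0.138 with Dppa4 siRNA and p = 0.197 between the knockdowns. A change in the share of differentiating cells may raise such genes together, but no test here separates it from chance in genes that vary together, and the list of early differentiation had a median of -0.01 with Dppa4 siRNA. Different depths of the libraries were not excluded either.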

How the results depend on the processing

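The correction for transcript length and GC content, its combination with the replicate letter as a block, and reads scaled without matching were chosen after the data were seen; all other alternatives were planned. The threshold for a list is here a camera p below 0.05 without adjustment over lists, and on that scale the primitive endoderm list with Dppa2 siRNA started from 0.0533.

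The lists of the overexpression screen kept their direction and their side of the threshold in both knockdowns under every alternative run, with medians of -2.16 to -0.98 and -1.935 to -1.001 for the Dppa2 list, -0.72 to -0.44 and -0.71 to -0.42 for the Dppa4 list, and -5.99 to -2.01 and -6.06 to -1.93 for the stand-in list and its other versions. So did the difference in size between lowered genes in and outside the stand-in (-5.08 to -1.37 and -5.32 to -1.36) and the germ cell list (-1.68 to -1.26 and -1.351 to -1.003).

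Counts of high-confidence genes depended on the processing. With the stricter filter on low values, 184 genes were called with Dppa2 siRNA, with 137 lowered, 145 were lowered with Dppa4 siRNA, and 108 were called in both; fewer genes were tested (12578 against 14601). Without the intensity difference filter (limma alone) there were 502 genes with Dppa2 siRNA, 170 of them raised, 502 with Dppa4 siRNA, 160 of them raised, and 315 in both, since 1 criterion fewer applies. With the p of that filter adjusted there were 92 with Dppa2 siRNA (81 lowered, 11 raised), 73 with Dppa4 siRNA (68 lowered, 5 raised), and 60 in both, since the filter is then stricter. With only the compared groups in the fit, 174 genes were called with Dppa2 siRNA, 12 of them raised, and 21 were raised with Dppa4 siRNA; this fit has fewer libraries. After the correction for length and GC content 107 genes were raised with Dppa2 siRNA. The cause was not tested. No filter on low values, recentred libraries, the pseudocount of 0.5, and no intensity trend left all 8 counts within 1.5 times.

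The replicate letters do not pair the samples. The deviations of libraries with the same letter from their group means correlated at -0.82 to 0.69, 3 of 9 such pairs were above 0.1, and 2 of 9 libraries correlated best with their own letter. With the replicate letter as a block, 20 genes were raised with Dppa2 siRNA, 176 genes were called with Dppa4 siRNA, 20 of them raised, and 1 gene differed between the knockdowns. The primitive endoderm list with Dppa2 siRNA, at a median of 0.18, then passed camera's threshold. With the block and the length and GC correction together, 1 gene differed between the knockdowns and that list was at 0.24, also past it. The cause was not tested. The block changed no other list's call.

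With each library left out in turn, which leaves 2 libraries in a group that limma assumes to vary like the others, 183 to 239 genes were called with Dppa2 siRNA, with 13 to 44 raised, and 149 to 287 with Dppa4 siRNA, with 140 to 232 lowered and 9 to 55 raised. The lowest totals came without Dppa2 siRNA replicate C and without Dppa4 siRNA replicate B (164 without its replicate A). Between the knockdowns 1 to 3 genes differed, with 1 gene without Dppa4 siRNA replicate B or C. Fewer libraries leave less power for each count. In the comparison with the paper's knockout table, the share for Dppa2 siRNA was 68.7% to 78.3% and rho 0.532 to 0.651, and the share for Dppa4 siRNA was 66.6% to 73.2% and rho 0.495 to 0.593, all lowest without control siRNA replicate A. For Dppa4 siRNA rho was 0.498 with the pseudocount of 0.5. The cause was not tested.

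Among the lists written for this purpose, camera with the correlation estimated from the data gave p = 0.138 for the primitive endoderm list with Dppa4 siRNA (median 0.49), no longer past the threshold, because it allows for genes that vary together. With Dppa2 siRNA this list was at 0.24 after the length and GC correction, past the threshold, and at 0.092 to 0.29 with each library left out, past it without control siRNA replicate A or B, Dppa2 siRNA replicate A, or Dppa4 siRNA replicate B. The naive pluripotency list changed sign. Its median ranged from -0.23 to 0.13 with Dppa2 siRNA and from -0.24 to 0.13 with Dppa4 siRNA when libraries were left out, negative without control siRNA replicate C (-0.23 and -0.24), Dppa2 siRNA replicate B (-0.09), or Dppa4 siRNA replicate C (-0.04), and it was -0.031 and -0.012 after the length and GC correction, with or without the block. It passed camera's threshold in both knockdowns without control siRNA replicate C, and with Dppa4 siRNA after that correction, with or without the block. Over all alternatives the early differentiation list ranged from -0.31 to 0.14 with Dppa2 siRNA and from -0.16 to 0.038 with Dppa4 siRNA. With each library left out its lowest value with Dppa4 siRNA was -0.11. Without control siRNA replicate C it was 0.14 and 0.038, without Dppa4 siRNA replicate A it was 0.030 with Dppa4 siRNA, and without control siRNA replicate B it was -0.31 and -0.11, then past camera's threshold. The interferon response list was at -0.041 and -0.086 on reads scaled without matching. The cause was not tested.

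Of the named genes, Dppa2 with Dppa4 siRNA ranged from -0.143 to 0.020 with each library left out, positive without control siRNA replicate A. Dppa4 with Dppa2 siRNA was at -0.0057, and Pou5f1 at -0.014 with Dppa2 siRNA and -0.0082 with Dppa4 siRNA, after the length and GC correction with or without the block. These are changes in sign of values near 0 that never passed the threshold. The cause was not tested.

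The planned models of counts (edgeR and DESeq2) were not run, because whole reads were inferred for only part of the genes. Quantile normalization tests little, since the deposited values were already matched. Depth limits the genes near the lowest value: at 1 to 3 reads a change of several log2 units rests on single reads, and the size of a decrease to 0 reads is a lower bound only.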

Differences from the paper's values

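Only the tests with the correction for transcript length and GC content were chosen after the result was seen. The paper counts high-confidence genes with DESeq2 and SeqMonk, and the values here use limma and a rebuilt intensity difference filter.

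With Dppa2 siRNA the paper's high-confidence genes number 422, of which 338 are lowered and 84 raised (Fig. 4D; Supplemental Table 4). The numbers found here are 279, 224, and 55. Of the alternatives set before the data were examined, the total fell within 1.5 times the paper's with no filter on low values (318), recentred libraries (283), a pseudocount of 0.5 (296), and limma alone (502). The lowered genes did so under the same alternatives (263, 229, 239, and 332), and the raised genes only with the pseudocount (57). They did not under the other alternatives, which were the stricter filter, quantile normalization, only the compared groups in the fit, the replicate block, no intensity trend, the adjusted intensity difference p, and each library left out.

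With Dppa4 siRNA the paper's numbers are 558 high-confidence genes, 436 lowered and 122 raised, and those found here are 284, 230, and 54. Only limma alone, without the intensity difference filter, brought them within 1.5 times the paper's, at 502, 342, and 160. For all other alternatives set before the data were examined the 3 numbers stayed outside that range.

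For genes called in both knockdowns the paper's number is 300 (Fig. 4E) and that found here is 182. With no filter on low values (208), a pseudocount of 0.5 (205), and limma alone (315) the number fell within 1.5 times the paper's, and with the others it did not.

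The correction for transcript length and GC content, chosen after seeing the values, gave 398 genes with Dppa2 siRNA (291 lowered and 107 raised), 411 with Dppa4 siRNA (335 lowered and 76 raised), and 236 in both, and leaves 146 of the paper's 422 and 238 of the paper's 557 matched genes uncalled. Of the 558 listed for Dppa4 siRNA, 1 was not matched here. All but the raised genes of Dppa4 siRNA are then within 1.5 times the paper's.

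Of the paper's genes in Supplemental Table 4, 384 of 422 with Dppa2 siRNA and 502 of 557 with Dppa4 siRNA were tested here. The paper's changes come from the same deposited values, so their direction is no separate evidence. High-confidence here were 260 and 276 of them, and limma alone called 333 and 362. In turn, 19 and 8 of the genes called here are not among the paper's.

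For the knockdown of Dppa4 at the mRNA level the paper gives 74% by quantitative RT-PCR, and the libraries give 47.6% ± 1.21 (SD, n = 3). Under the alternatives set before the data were examined it was 46.7% to 48.6%, and none came within the paper's value. For Dppa2 the paper gives 92%, and 91.0% was found here. The RT-PCR and the libraries are different measurements. The paper describes the 74% for reporter ESCs, while the libraries are labelled E14, and whether the RNA was the same was not examined.

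The paper states that most differentially expressed transcripts overlapped with 2C-like transcripts. Of the genes lowered here, 70 of 223 with Dppa2 siRNA and 74 of 229 with Dppa4 siRNA were in the stand-in list, and 118 and 127 were in the stand-in or the list raised by Dppa2 or Dppa4 overexpression. The stand-in is another list than the paper's, so the tallies are not over the same genes.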

Other observations

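The splits of the samples, the tests of fewer genes with a read, the counts of calls kept after a correction, and the tests of the spread within groups were chosen only after the result was seen; what the correction for transcript length and GC content does to the split with more calls was set down before it was seen, though the correction itself was added after the data were seen.

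Other splits of the libraries were tried for each count of calls. For Dppa2 siRNA against control siRNA, 2 of the 10 splits of the 6 libraries called as many genes as the real one, which called 279. The highest other split called 618 and set control siRNA replicates A and B and Dppa2 siRNA replicate B against control siRNA replicate C and Dppa2 siRNA replicates A and C. For Dppa4 siRNA 1 of the 10 splits called as many (284, with 0 as the highest other). Splits of 6 libraries are too few for a share under 5%. Both knockdowns as 1 group against the controls called 340 genes, and 3 of the 84 splits (3.57%), the real split among them, called as many. The highest other split called 547 with control siRNA replicate C and Dppa2 siRNA replicates A and C as the group. The share is under 5%, but with another split above the real split it does not exclude a grouping unrelated to the treatment. A split that calls more genes than the real one points to a structure of the samples that is not the treatment. The labels give no batch for it.

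That structure was described within the groups. Over 10019 well-expressed genes, 1 axis holds 79.3% of the variance around the group means, with control siRNA replicate A (score 0.52) and Dppa2 siRNA replicate B (0.46) at one end and control siRNA replicate C (-0.57) and Dppa2 siRNA replicate A (-0.30) at the other. Shared handling of libraries with the same letter is argued against, since 2 of the 9 libraries correlated best with a library of their own letter. Across the 9943 of these genes with a known length, the axis correlates with transcript length (Spearman rho 0.605) and GC content (rho -0.385), as a bias with length and GC content would make it, and the correction for both removes 31.7% of the variance within groups. Such a bias may be part of the structure, as a hypothesis. It is argued against as the whole of it, because after the correction the same split of the control and Dppa2 siRNA libraries still called 635 genes, against 398 in the real split. No biological explanation was tested, since the design gives none for differences between replicates.

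The high-confidence genes were followed through the same correction. Of the 224 genes lowered with Dppa2 siRNA 208 were called again, and of the 230 lowered with Dppa4 siRNA 209 were. Their medians were -2.40 and -1.94 before and -2.42 and -1.97 after it. Of the 55 and 54 raised genes 46 and 37 were called again, with medians of 0.83 and 0.81 before and 0.78 and 0.71 after. On reads scaled without matching 187 of the 224 and 184 of the 230 lowered genes were called again, with medians of -2.64 and -2.22, and 48 of the 55 and 47 of the 54 raised genes, with medians of 0.85 and 0.79. Bias with length and GC content is therefore not the cause of most of these calls. The scaled reads cannot decide this for the authors' matching of distributions. Above the level up to which whole reads were inferred, reads were estimated from the matched values themselves. Genes above that level therefore keep the effect of the matching, and matching as a cause of these calls stays open. The treatment remains an open explanation for these calls as a hypothesis.

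Fewer genes had a read in the knockdown libraries. Expected at the depth of the shallowest library, 16446 to 16895 genes had a read in the control libraries and 15778 to 16108 in the 6 knockdown libraries, a difference in means of 709 (exact permutation test, two-sided, p = 0.0119, the smallest that 84 splits allow). Sequencing depth is argued against as the cause, since at equal depth the lowest control library still had 338 genes more than the highest knockdown library, beyond the larger SD of the groups (229). The estimated depths have an error that differs between the groups, with totals at 10 to 30 reads off by -0.03 to 0.21 on the log2 scale in the control libraries and by -0.40 to -0.34 in the knockdown libraries. With depth taken from 10 to 30 reads the gap was 162 (larger SD 136) and the difference in means 466. Whether the genes of the screen lists and the called genes are the whole cause stays open, since without them the gap was 193 (larger SD 219) at the first depth and 26.5 (larger SD 127) at the other. Low protein-coding genes had 70.6% of the control reads in the knockdown libraries at the first depth and 94.3% at the other, low noncoding genes 97.2% and 130%, and 1110 olfactory receptor genes 57.3% and 76.4%, so these shares depend on the depth. Genomic DNA in the control libraries would add as many reads per megabase to each class. The excess on low protein-coding genes was at least 27.1 times that on olfactory receptor genes at the first depth. At the other the smallest ratio was -0.264, since 1 control library had no excess on low protein-coding genes, so DNA as their source cannot be told apart. Nor can it for the number of genes with a read, because few reads suffice: with the highest excess of the olfactory receptor genes added to the knockdown libraries the gap at the first depth was 9.00 genes and the difference in means 375. The RNA had been treated with DNase. A loss of low transcription of many genes with either knockdown stays open as a biological hypothesis.

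Of the lists set before the data were examined, the germ cell list had a median of -1.40 with Dppa2 siRNA (16 of 19 tested genes lower, adjusted p = 9.3e-17 from limma's camera) and -1.19 with Dppa4 siRNA (17 of 19 lower, adjusted p = 9.3e-17). With the correlation estimated from the data the p values were 0.00038 and 0.00037. Adjusted over the list alone 16 genes passed limma's threshold in each knockdown, and adjusted over all genes tested 12 and 10. The list holds Mael, Syce1, and Sohlh2, which the paper picked from these libraries, so it is not independent evidence. Naive pluripotency genes had medians of 0.04 and 0.06 (15 genes, adjusted p = 0.409 and adjusted p = 0.172 from limma's camera). The median expression of this list in single libraries went the other way, at 7.45 to 7.63 with control siRNA, 7.13 to 7.27 with Dppa2 siRNA, and 6.77 to 7.02 with Dppa4 siRNA. Interferon response genes had 0.19 and 0.11 (10 tested genes, adjusted p = 0.739 and adjusted p = 0.866), and early differentiation genes -0.13 and -0.01 (15 genes, adjusted p = 0.304 for each). None of these passed the threshold, which does not show that they did not change. The naive list turned to -0.23 and -0.24 without control siRNA replicate C, past an unadjusted camera p of 0.05, and the early differentiation list to 0.14 and 0.038. Means and medians of the naive list differed in sign in both knockdowns (means -0.09 and -0.14), and those of the interferon response list did with Dppa4 siRNA (mean -0.05). All 15 genes of the naive list passed the filter on low values.

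Nanog, which the paper measured by RT-PCR, had a log2 change of -0.22 with Dppa2 siRNA (SE 0.19, adjusted p = 0.714 from limma) and -0.28 with Dppa4 siRNA (SE 0.19, adjusted p = 0.526 from limma). Pou5f1 changed by 0.09 (SE 0.09, adjusted p = 0.781 from limma) and 0.14 (SE 0.09, adjusted p = 0.522 from limma), and turned to -0.014 and -0.0082 after the length and GC correction. Nanog passed limma's threshold in 1 of 20 alternatives with Dppa4 siRNA, without control siRNA replicate C (-0.52, adjusted p = 0.0487), and in 0 of 20 with Dppa2 siRNA. Gm428 and Gm4340, of the paper's RT-PCR panel, did not pass the filter on low values. Gm428 had 3 to 20 reads per control library and 0 in all 6 knockdown libraries, at least 1.39-fold lower with Dppa2 siRNA and 1.92-fold lower with Dppa4 siRNA at a floor of 3 reads per library. Gm4340 had 1 to 7 reads per control library and is listed at 0 in all knockdown libraries. Of their stretches, 95.7% and 98.8% also occur in a gene at another annotated place.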
